# Reconstituted ovaries self-assemble without an ovarian surface epithelium

**DOI:** 10.1016/j.stemcr.2023.10.001

**Published:** 2023-10-26

**Authors:** Enrique Sosa, Sinthia Kabir Mumu, Christian C. Alvarado, Qiu Ya Wu, Isaias Roberson, Alejandro Espinoza, Fei-man Hsu, Kaori Saito, Timothy J. Hunt, Jared E. Faith, Matthew G. Lowe, Jonathan A. DiRusso, Amander T. Clark

**Keywords:** iPSCs, ovary, germ cells, follicles, self-assembly, reconstituted ovary

## Abstract

Three-dimensional (3D) stem cell models of the ovary have the potential to benefit women’s reproductive health research. One such model, the reconstituted ovary (rOvary) self-assembles with pluripotent stem cell-derived germ cells creating a 3D ovarian mimic competent to support the differentiation of functional oocytes inside follicles. In this study, we evaluated the cellular composition of the rOvary revealing the capacity to generate multiple follicles surrounded by NR2F2+ stroma cells. However, the rOvary does not develop a surface epithelium, the source of second-wave pre-granulosa cells, or steroidogenic theca. Therefore, the rOvary models represent the self-assembly of activated follicles in a pre-pubertal ovary poised but not yet competent for hormone production.

## Highlights

• Mouse rOvaries are a reproducible approach for *in vitro* gametogenesis
• Self-assembly of rOvaries leads to the production of pre-pubescent follicles
• Follicles in rOvaries are poised to recruit steroidogenic theca
• Assembled mouse rOvaries do not have evidence of a surface epithelium

## Introduction

The ability to generate three-dimensional (3D) mammalian models of organogenesis in the lab have transformed biomedical research due to their capacity to achieve sufficient cellular complexity to represent key aspects of *in vivo* tissue morphogenesis outside the body. Most 3D cell and tissue models of the ovary have focused on the growth and maturation of postnatal or adult ovarian follicles, the functional units of the ovary (Cortvrindt et al., 1996; Laronda et al., 2017; Pangas et al., 2003; Xiao et al., 2017). In contrast, the reconstituted ovary (rOvary), generated through self-assembly of pluripotent stem cell (PSC)-derived germ cells with a single-cell suspension of embryonic ovarian somatic cells represents a complete model of ovarian organogenesis, including the *in vitro* specification of germline cells through to the self-assembly of ovarian follicles competent for *in vitro* fertilization (Hikabe et al., 2016). Given this accessibility, the rOvary technology holds exceptional promise as a screening platform to discover, test, and advance therapeutics that improve family planning and reproductive health. Therefore, it is imperative that the biology of the rOvary be well characterized.

The mammalian ovary derives from two distinct embryological sources. The germline, which originates from embryonic progenitors called primordial germ cells (PGCs) and the ovarian somatic support cells, which originate from bilateral genital ridges. In the mouse embryo, PGCs are specified between E6.25 and E7.5 from the posterior epiblast (Saitou et al., 2002). Specified PGCs initially settle in an extraembryonic structure called the allantois before migrating into the developing embryo toward the genital ridges (Ginsburg et al., 1990). Genital ridges develop from a single layer of GATA4+ coelomic epithelium on the ventro-medial surface of each mesonephros between E9.5 and E10.5 (Brennan and Capel, 2004; Hu et al., 2013). Once PGCs enter the genital ridges at around E10.5, they initiate expression of the PGC determination gene *Dazl* (Nicholls et al., 2019) and proliferate as germline cysts (Pepling and Spradling, 1998). The formation of germline cysts occurs within developing epithelial niches called ovigerous cords (Merchant, 1975), which originate from the GATA4+ ovarian epithelium. Specification of FOXL2+ pre-granulosa cells within the ovigerous cords is initiated from E11.5 (Mork et al., 2012; Schmidt et al., 2004; Wilhelm et al., 2009). Between E12.5 and E14.5 the germline cyst cells respond to retinoic acid and the germ cells enter prophase I of meiosis I, arresting at this stage until birth (Bowles et al., 2006).

At birth the ovigerous cords, consisting of pre-granulosa cells and meiotic oocytes, breaks down, leading to the formation of ovarian follicles (Pepling and Spradling, 2001). Each follicle is composed of a single germinal vesicle (GV) oocyte surrounded by a layer of FOXL2+ granulosa cells (Schmidt et al., 2004). Some ovarian follicles immediately activate, entering folliculogenesis (Mork et al., 2012) recruiting theca cells from the stroma (Barsoum and Yao, 2011). These are called first-wave follicles (Hirshfield, 1992). However, most follicles remain dormant creating the ovarian reserve. Analysis of rOvaries indicates a failure to establish dormant follicles (Shimamoto et al., 2019). Therefore, it can be hypothesized that the rOvary model represents the prepubescent first-wave of activated folliculogenesis.

Generation of rOvaries involves differentiating PGC-like cells (PGCLCs) from PSCs and combining them with either germ-cell depleted fetal ovarian somatic cells (FOSCs) isolated from E12.5 embryonic ovaries (Hayashi et al., 2012; Hikabe et al., 2016), or *in vitro* differentiated FOS-like cells (FOSLCs) (Yoshino et al., 2021). The rOvary technology is exciting as it allows for reconstitution of the entire germline differentiation pathway including follicle formation entirely *in vitro*. Remarkably, the oocytes generated in this model are competent for *in vitro* maturation, fertilization and ultimately the birth of fertile offspring (Hikabe et al., 2016; Yoshino et al., 2021). However, to understand the potential biomedical uses of rOvaries in research, a thorough understanding of *in vitro* and *in vivo* ovarian morphogenesis is required.

In this study, we used the FOSC model for generating rOvaries to examine the cellular components before and after self-assembly of follicles. We focused on evaluating the ovarian surface epithelium, which generates the second wave-pre-granulosa cells (Mork et al., 2012), the stroma (Rastetter et al., 2014) and the theca cells (Newman Hirshfield, 1991). Here, we show that the ovarian surface epithelium is not present at the conclusion of rOvary formation, and although NR2F2+ stromal fibroblasts are located between the activated follicles, there is no recruitment of steroidogenic theca. Collectively this work suggests the rOvary represents a model for prepubescent ovary development and the premature activation of follicles.

## Results

### Characterization of somatic and germ cells differentiated from iPSCs

Using a Blimp1-membrane bound Venus (BV), Stella-ECFP (SC) mouse induced PSC (iPSC) reporter line (Hikabe et al., 2016), we established a bank of karyotypically normal BVSC iPSCs for use in this project (Figure S1A). For each experiment, we thaw a single vial of iPSCs, passage once, and culture for 3 days before conversion into epiblast-like cells (EpiLCs) (Figures 1A and 1B). EpiLCs are harvested on day 2 of culture and plated as single cells in ultralow adhesion plates for 6 days with cytokines to promote 3D assembly with PGCLC and somatic cell differentiation (Figure 1B). To identify the major cell types on day 6 of differentiation as 3D assemblies, we performed single-cell RNA sequencing (scRNA-seq) using 10X Genomics from four independent differentiation experiments (Figure S1B; Table S1).

**Figure 1:**
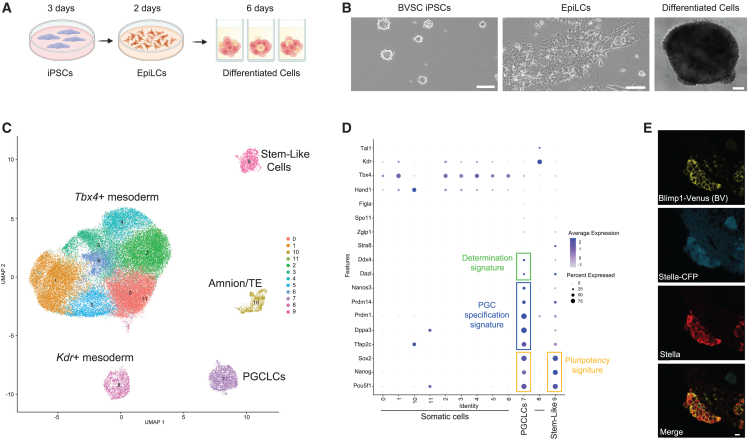
PGCLCs are induced with mesoderm during *in vitro* differentiation (A) Schematic showing steps of PGCLC and somatic cell differentiation *in vitro*. Created with biorender.com. (B) Representative phase contrast image of iPSCs, epiblast-like cells (EpiLCs), and a 3D assembly of day 6 differentiated cells. Scale bar, 100 μm. (C) UMAP of cell types at day 6 of differentiation reveals five major populations corresponding to 10 clusters. Cluster 7 corresponds to PGCLCs based on the signature in (D). TE, trophoblast. A total of 45,192 validated cells were analyzed in this experiment (n = 4 independent differentiation experiments). (D) Gene expression signatures in the 10 clusters shows the majority of somatic cells express the gene *Tbx4*. (E) Immunofluorescence (IF) of frozen sections to evaluate STELLA protein. Venus (BV; yellow) and cyan fluorescent protein (SC; blue) cells correspond to BVSC PGCLCs. The BV transgene corresponds to a membrane-bound fluorescent protein. Notably BVSC PGCLCs are identified in clusters at day 6. Scale bar, 10 μm. See also Figure S1 and Table S1.

Using 10X Genomics at day 6 of differentiation, 5 major cell types in 10 clusters were consistently identified in each experiment (Figure S1B). This includes a major population of Tbx4+/Hand1+ mesoderm, a minor population of Kdr+/Tal1+ mesoderm, a putative *Tfap2c*+/*Hand1*+ trophoblast/amnion population and two populations with a pluripotency signature of *Oct4*, *Nanog*, and *Sox2* (Figures 1C and 1D). The most abundant mesoderm population expresses *Tbx4*, a transcription factor of the posterior allantoic mesoderm and vascular portions of the placenta (Inman and Downs, 2007). Suggesting that formation of the somatic niche co-differentiating with PGCLCs is similar to the mesoderm where PGCLCs initially locate after specification *in vivo*.

Analysis of the two clusters with pluripotency signatures reveals that one co-expresses the PGC specification signature of *Dppa3*, *Tfap2c*, *Prdm1*, and *Prdm14* (cluster 7, Figure 1D). We refer to this population as PGCLCs. In contrast, the other cluster (cluster 9) has limited expression of PGC signature genes (Figure 1D). We refer to cluster 9 as stem-like cells. In the PGCLC cluster (cluster 7), we also reliably detect transcription of a determination signature (*Dazl* and *Ddx4*), with no expression meiotic or oocyte genes including *Stra8*, *Zglp1*, and *Spo11* or *Figla* (Figure 2D). This result indicates that differentiation of germline *in vitro* occurs in a mesodermal niche, with evidence that some PGCLCs initiate PGC determination and therefore would correspond to E9.5–E10.5 PGCs (Figure 1D).

**Figure 2:**
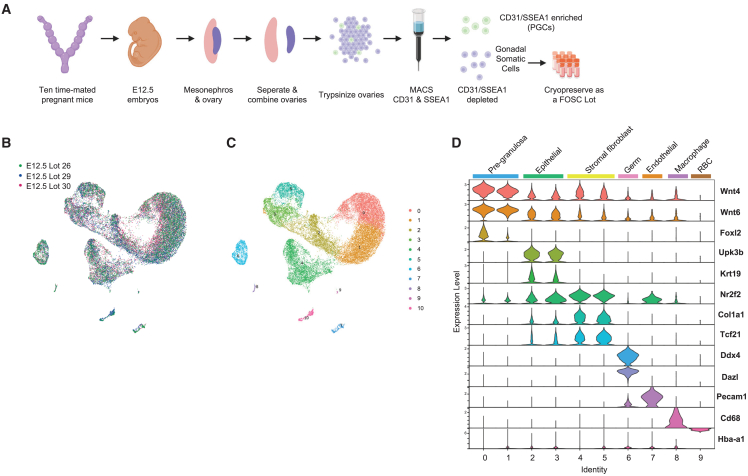
FOSCs are enriched in pre-granulosa cells, stromal fibroblasts, and epithelial cells (A) Model for generating E12.5 FOSCs. A lot is generated by pooling a single-cell suspension of E12.5 ovaries isolated from the embryos of 10 time-mated pregnant CD1 mice. Germ cells are depleted from the single-cell suspension of ovaries using magnetic-activated cell sorting (MACS) prior to cryopreservation as a lot. Created with biorender.com. (B) UMAP display of scRNA-seq 10X Genomics data from FOSCs immediately upon thaw of a cryopreserved lot revealing that lots consist of cells with similar identities (n = 3 independent lots for a total of 28,908 validated cells were analyzed). Cluster 10 corresponds to Sertoli cells and these were removed before characterization of ovarian cell types in (D). (C) Data from (B) revealing the identity of 10 ovarian clusters (0–9). (D) Violin plots of clusters 0–9 from (B) revealing that the FOSCs are composed mostly of pre-granulosa cells, epithelial cells, and stromal cells. The germ cells that escaped MACS are also detectable by DDX4. See also Tables S2 and S3.

To confirm that STELLA (also called DPPA3) protein is transcribed from the *Dppa3* locus and is expressed by SC+ cells, we performed immunofluorescence (IF) at day 6 using cryosections that retain fluorescence activity of the reporters. This result reveals that STELLA protein is restricted to clusters of SC+ cells that also express BV (Figure 1E). We also identified some single BV+ cells that are negative for both STELLA and the SC transgene. Single BV+ cells have been reported previously in PGCLC differentiation experiments, and correspond to precursor PGCLCs that are yet to express STELLA protein (Hayashi et al., 2011). In summary, combining the results of 10X Genomics scRNA-seq with IF indicates that *Dppa3/*STELLA+ cells overlap, and these are enriched within the BV+ population.

### scRNA-seq transcriptomic profiling of thawed FOSCs

For manufacturing of rOvaries, a reliable and consistent supply of FOSCs is required. The published technique for creating FOSCs involves collecting ovaries still connected to the mesonephros from the embryos of ten E12.5 time-mated pregnant females (Hayashi et al., 2012, 2017). Following removal of the mesonephros, and pooling and digestion of the ovaries with trypsin, a single-cell suspension of embryonic ovaries is created allowing for endogenous E12.5 PGCs to be depleted (but not eliminated) using magnetic-activated cell sorting (MACS) (Figure 2A). For off-the-shelf manufacturing of rOvaries, it is desirable to have a frozen stock (lot) of FOSCs made from the 10 time-mated pregnant females (Hayashi et al., 2017).

To identify the major embryonic ovarian cell populations in the FOSC lots after thaw, we performed 10X Genomics on three randomly selected lots (Figure 2B; Table S2). 

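Each lot was the pooled single-cell suspension of E12.5 ovaries from the embryos of 10 time-mated pregnant CD1 mice, depleted of germ cells by MACS and frozen. The 3 lots (26, 29 and 30) are samples of 1 condition and serve as the replicates (n = 3 lots), and individual cells do not. The authors found valid barcodes with UMI-tools, aligned the reads to GRCm38 with STAR, kept uniquely mapped reads and counted unique molecular identifiers (UMIs) per gene and cell with featureCounts and UMI-tools. They deposited these UMI counts without normalization. The count tables hold 9763 barcodes and 126680758 UMIs for lot 26, 8567 barcodes and 87494974 UMIs for lot 29, and 10773 barcodes and 141920060 UMIs for lot 30. Table S2 gives the depth as sequenced reads, which the paper reports as 389976563, 229173801 and 417755755. All values given beside the lots rest on the UMIs.

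The filters of the methods (at least 200 and at most 9000 genes and at most 10% mitochondrial UMIs per cell) left 9711 cells of lot 26, 8553 of lot 29 and 10707 of lot 30, together 28971. The paper's counts of valid cells are 9668, 8548 and 10692. The median kept cell had 11126 UMIs and 3471 genes in lot 26, 8949 UMIs and 2976 genes in lot 29, and 11595 UMIs and 3538 genes in lot 30. Lot 29 was thus the shallowest, both in total and per cell. The kept cells of all lots were merged, log-normalized to 10000 per cell and clustered in Seurat on 2000 variable genes and 50 principal components. The paper's text does not give the clustering resolution, and the default of 0.8 was used. The 38 genes held out for testing, which include every gene of Fig. 2D, were taken out of the variable genes. Their own levels thus did not shape the clusters. Other genes of the same cell types were not held out, and the same cells were clustered and tested. The tests are therefore not independent of the clustering. The 20 clusters were named from marker lists that were fixed in advance and hold none of the 38 held-out genes. The rule that applies the lists was revised after the shares under its first form had been seen beside Table S3. The revision named clusters 3 (stromal-like) and 9 (epithelial-like). Names are written as pre-granulosa-like and so on, since they were rebuilt and can differ from the paper's. Cells that Scrublet called doublets (758 in lot 26, 347 in lot 29 and 686 in lot 30) were kept, as the methods describe no such step. Levels are given in CPM of the UMIs summed over the cells of a class in a lot.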

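1 of the 20 clusters was named Sertoli-like from Amh, Sox9, Dhh, Ptgds and 4 further testis markers, and led by Ptgds, Cst9 and Amh. It held 90 of the 9711 kept cells of lot 26 (0.927%, exact Clopper-Pearson 95% interval 0.746% to 1.14%), 285 of the 8553 of lot 29 (3.33%, 2.96% to 3.73%) and 16 of the 10707 of lot 30 (0.149%, 0.0854% to 0.243%). These intervals cover counting error only, and they do not overlap between any lots. The mean over lots was 1.47% ± 1.66 (SD, n = 3). Lot 29 decides this mean, which fell to 0.538% when the other lots were clustered without it. Removal of called doublets before clustering changed it to 1.33%.

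As a measure independent of the marker list, UMIs were counted for Ddx3y, Eif2s3y, Kdm5d and Uty, which lie between 897788 and 1286629 on chromosome Y of GRCm38. Of the Sertoli-like cells, 84.4% in lot 26, 75.1% in lot 29 and 93.8% in lot 30 had at least 1 such UMI, with a mean of 84.4% ± 9.33 (SD, n = 3). In pre-granulosa-like cells, which should lack these transcripts, the shares were 0.321%, 0.774% and 0.0434%. Median depth was 13239.5, 11411 and 14228.5 UMIs in the Sertoli-like cells and 10610, 8305 and 11208 in the pre-granulosa-like cells of lots 26, 29 and 30. With each cell thinned to 4000 UMIs, which left out 5 Sertoli-like cells and 56 pre-granulosa-like cells, the shares were 42.2%, 41.5% and 57.1% in Sertoli-like cells against 0.0988%, 0.331% and 0.0435%. Cells outside the Sertoli-like cluster also had Y-linked UMIs, in 2.91% of 9621 cells of lot 26, 8.48% of 8268 of lot 29 and 0.730% of 10691 of lot 30.

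**Figure D1:**
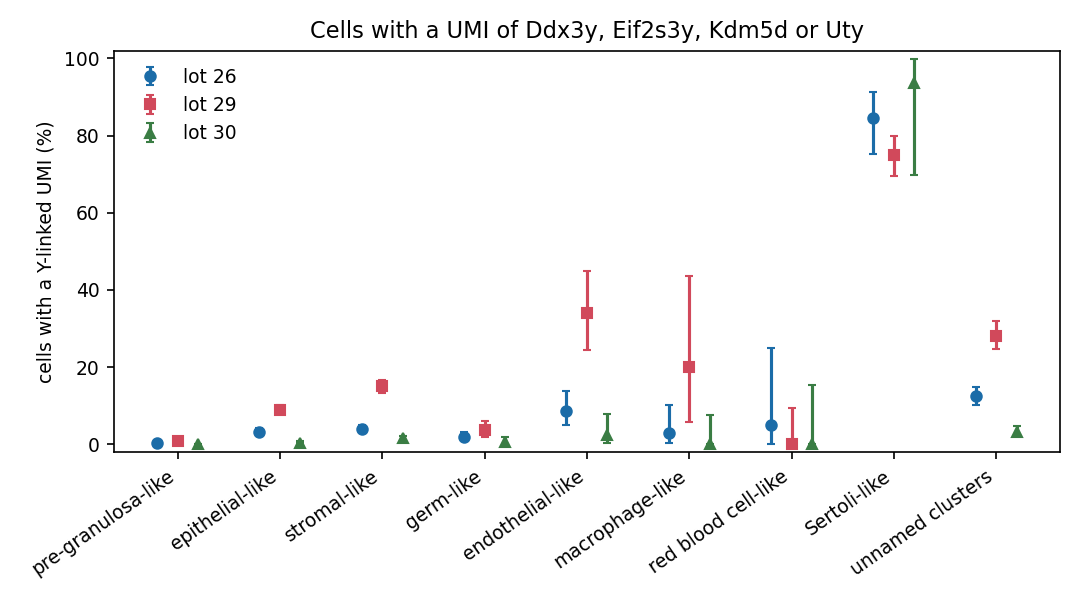
Share of cells with a UMI of Ddx3y, Eif2s3y, Kdm5d or Uty (in percent, linear axis) in each class, 1 point per lot with its exact 95% binomial interval. Sertoli-like cells lie at 75.1% or above in each lot, and lot 29 lies above the other lots in the stromal-like and endothelial-like classes.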

A small population of contaminating Sertoli cells was identified in all lots (0.1%–3.3%) (Figure 2C, cluster 10; Table S3) which were not analyzed further. 

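The share of each class was compared between the lots, over all kept cells. Pre-granulosa-like cells made up 41.8%, 39.3% and 43.0% of lots 26, 29 and 30, a mean of 41.4% ± 1.90 (SD, n = 3 lots). Stromal-like cells made up 22.6%, 21.5% and 21.4% (mean 21.8% ± 0.671). Epithelial-like cells varied more, at 16.4%, 22.9% and 22.8% (mean 20.7% ± 3.71). Together these classes held 83.9% ± 3.25 of the kept cells. Clusters left unnamed held 7.88%, 7.39% and 7.54%. The exact binomial intervals cover counting error only. For the epithelial-like share, lot 26 (15.7% to 17.2%) lies apart from lot 29 (22.0% to 23.8%) and lot 30 (22.0% to 23.6%). For the pre-granulosa-like share, lot 29 (38.3% to 40.3%) lies apart from lot 26 (40.8% to 42.7%) and lot 30 (42.1% to 44.0%). The stromal-like intervals of all lots overlap. The stromal-like mean moved most with the processing, to 11.7% at a clustering resolution of 0.4. There a cluster that joins stromal and steroidogenic transcripts stays unnamed. Under the first naming rule, later revised, the stromal-like mean was 13.3% and the epithelial-like mean 16.9%. Unnamed clusters then held 20.0%. 1 of the pre-granulosa-like clusters took 2701 of its 2938 cells from lot 30. Its 10 leading genes included the stress genes Hspa1a, Hspa1b, Hspb1 and Atf3, beside Bst2, Gm14226, Nfatc2, 2210407C18Rik, Fam129a and Cst8.

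Gene expression was compared by Spearman's rho of log2(CPM + 1) across the 1678 genes at 10 CPM or more in every sum of a class and lot. Genes are not independent replicates, and no p is given. Over the 21 comparisons of 1 class between a pair of lots, the median rho was 0.987. Over the 63 comparisons of different classes within a lot it was 0.812. In 19 of the 21 comparisons the class was closer to itself in the other lot than to any other class within either lot. The red-blood-cell-like class, with 20 to 37 cells per lot, gave the lowest rho between lots (0.704). In lot 30 its rho with pre-granulosa-like cells was 0.867, against 0.653 and 0.578 in lots 26 and 29. This exceeds its rho with its own class in lots 26 (0.768) and 29 (0.704), the comparisons that failed. The cause was not tested. With every sum thinned to 184947 UMIs, the median between lots was 0.930 and that between classes 0.796.

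**Figure D2:**
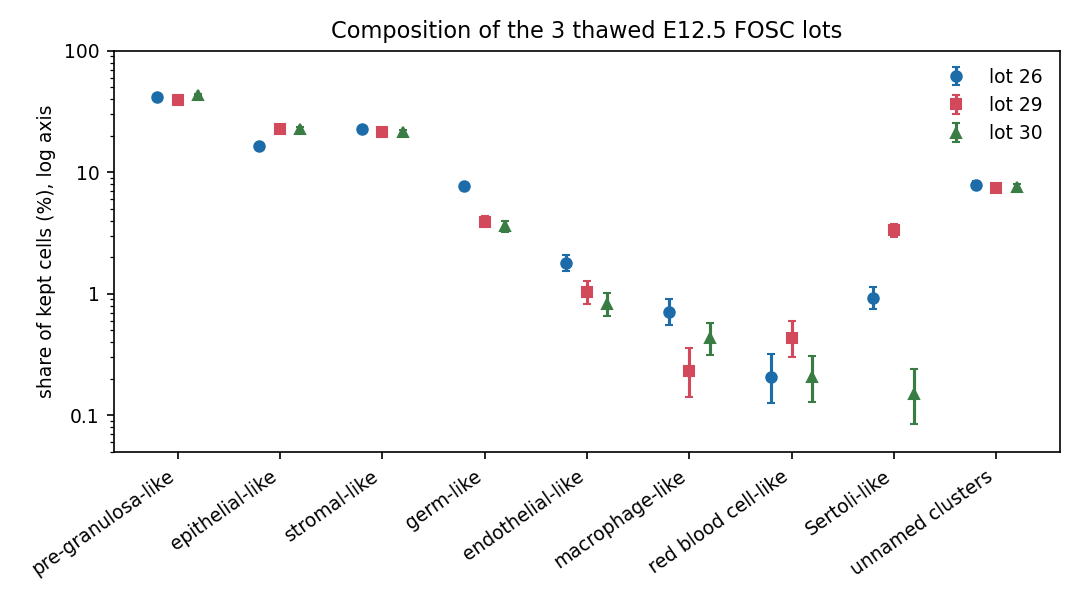
Share of kept cells (in percent, log axis) in each class, 1 point per lot with its exact 95% binomial interval. Pre-granulosa-like cells are the largest class in each lot, at 39.3% to 43.0%, and Sertoli-like cells differ most between lots, from 0.149% to 3.33%.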

Analysis of the embryonic ovarian cells in each lot revealed a similar identity following freeze-thaw (Figures 2C and 2D). 

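The genes by which the paper identifies its clusters were tested in UMI sums per class and lot (21 sums of 7 classes, 14383 genes) with edgeR's quasi-likelihood test. Wnt4 (ENSMUSG00000036856, chromosome 4 of GRCm38 from 137277489 to 137299726, protein-coding) was highest among the tested classes in pre-granulosa-like cells, at 597 CPM (549 to 629 over the lots), followed by stromal-like cells at 258 ± 22.0 (SD, n = 3 lots). The unnamed clusters, which were not tested, held 640 ± 194 CPM. Its log2 fold change against the mean of the other classes was 2.35 (standard error 0.18, adjusted p = 4.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Foxl2 (ENSMUSG00000050397, chromosome 9 from 98955288 to 98958543) was detected at a low level, at 4.94 ± 1.23 CPM in pre-granulosa-like cells and 0.338 ± 0.0670 in epithelial-like cells. A Foxl2 UMI was found in 4.96% of pre-granulosa-like cells, against 0.505% of epithelial-like cells, whose median depth was higher in each lot (14457, 11092.5 and 14490.5 UMIs in lots 26, 29 and 30). After thinning of each cell to 4000 UMIs the shares were 2.16% and 0.129%. Foxl2 had no UMI in at least 1 lot in 4 of the 7 classes, so its fitted fold change against all classes depends on the prior count. Against epithelial-like cells alone, a comparison added after the levels had been seen, it was 3.88 on the log2 scale (standard error 0.36, adjusted p = 1.4e-08 from edgeR's quasi-likelihood test). Wnt6, which Fig. 2D also shows, was at 678 ± 11.8 CPM in pre-granulosa-like cells. It was at 221 ± 27.5 CPM in epithelial-like cells and, outside the test, at 835 ± 146 CPM in Sertoli-like cells.

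Upk3b (ENSMUSG00000042985, chromosome 5 from 136038496 to 136046487) was at 234 ± 20.9 CPM in epithelial-like cells and at most 22.4 CPM in the mean of any other tested class, a log2 fold change of 4.08 (standard error 0.18, adjusted p = 2.0e-13, edgeR). Krt19 (ENSMUSG00000020911, chromosome 11 from 100140810 to 100148665) was at 133 ± 28.6 CPM there and had a log2 fold change of 3.32 (standard error 0.17, adjusted p = 8.4e-13, edgeR). Nr2f2 (ENSMUSG00000030551, chromosome 7 from 70351944 to 70366735) was highest in stromal-like cells, at 382 ± 21.4 CPM, lower in epithelial-like cells at 149 ± 6.80 and lowest of the 3 in pre-granulosa-like cells at 54.7 ± 3.48. Against pre-granulosa-like cells its log2 fold change was 2.66 in stromal-like cells (standard error 0.21, adjusted p = 2.6e-10, edgeR) and 1.36 in epithelial-like cells (standard error 0.20, adjusted p = 7.3e-06, edgeR). Tcf21 (ENSMUSG00000045680, chromosome 10 from 22817281 to 22820174) was at 264 ± 26.4 CPM in stromal-like cells and 104 ± 32.7 in epithelial-like cells, and its log2 fold change in stromal-like cells was 3.40 (standard error 0.18, adjusted p = 7.1e-13, edgeR). Antisense genes outside the count tables overlap Tcf21 (Gm10824, 2894 bases), Wnt6 (Gm29539, 2463 bases), Nr2f2 (B130024G19Rik, 1826 bases) and Foxl2 (Foxl2os, 12 bases). The strand used in counting is not stated, so the levels of these genes are uncertain by reads of the other strand. Col1a1 was at 435 ± 51.0 CPM in stromal-like cells and had a log2 fold change of 3.68 there. Each of these genes was highest in the same tested class in 3 of 3 lots. All 14 contrasts of the 13 genes of Fig. 2D passed the threshold of 0.05. The classes were named by other markers of the same cell types, so such calls were likely from the outset. The alternative with the largest effect on a fold change was leaving out lot 26, under which the fitted value of Foxl2 rose from 4.50 to 6.38. From the expression of these genes in its clusters, the paper concludes that thawed lots consist mostly of pre-granulosa, epithelial and stromal cells.

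**Figure D3:**
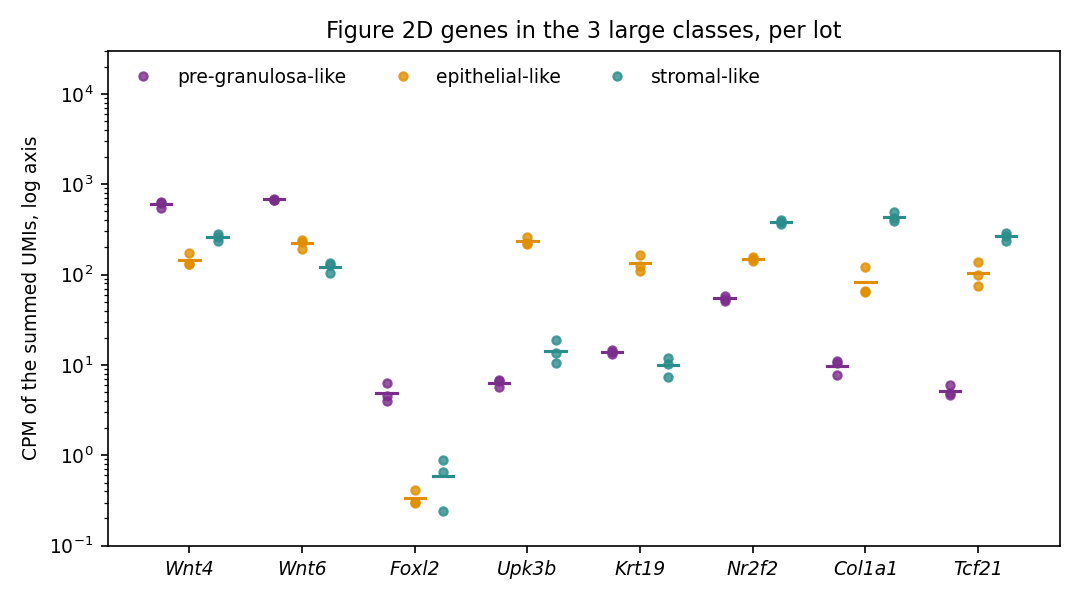
CPM of 8 genes of Fig. 2D (log axis) in the UMIs summed over pre-granulosa-like, epithelial-like and stromal-like cells, 1 point per lot, with a bar at the mean of the 3 lots. Compared in the class where each gene is highest, Foxl2 has the lowest level, at 3.97 to 6.32 CPM in pre-granulosa-like cells. Nr2f2 lies above the pre-granulosa-like level in both other classes.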

The major ovarian cell types in the thawed FOSCs include *Wnt4/Foxl2*+ pre-granulosa cells, *UpK3B/Krt19/Nr2f2* epithelial cells, and *Nr2F2+/Tcf21*+ stromal fibroblasts cells (Figure 2D). A small population of *Ddx4*/*Dazl*+ PGCs can still be identified corresponding to 7.40%, 3.90%, and 3.41% in lot 26, lot 29, and lot 30, respectively, as well as minor populations of endothelial cells, macrophages, and red blood cells (Figure 2D; Table S3). 

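Germ-like cells, named without Ddx4 or Dazl, were 747 of the 9711 kept cells of lot 26 (7.69%, exact Clopper-Pearson 95% interval 7.17% to 8.24%), 336 of the 8553 of lot 29 (3.93%, 3.53% to 4.36%) and 384 of the 10707 of lot 30 (3.59%, 3.24% to 3.96%). The intervals, for counting error only, separate lot 26 from both others, whose own intervals overlap. Ddx4 (ENSMUSG00000021758, chromosome 13 of GRCm38 from 112598333 to 112652475) was at 239 ± 4.19 CPM in germ-like cells (SD, n = 3 lots), a log2 fold change of 6.11 against the mean of the other classes (standard error 0.22, adjusted p = 7.5e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A Ddx4 UMI was found in 92.8% of germ-like cells and 1.65% of stromal-like cells, at median depths in lots 26, 29 and 30 of 21683, 18133 and 23767 UMIs against 9480, 7836 and 10143. At 4000 UMIs per cell the shares were 57.2% and 0.513%. Dazl (ENSMUSG00000010592, chromosome 17 from 50279395 to 50293636) was at 987 ± 114 CPM in germ-like cells. Its log2 fold change was 6.57 (standard error 0.22, adjusted p = 2.3e-17, edgeR).

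Endothelial-like cells made up 1.80%, 1.03% and 0.822% of lots 26, 29 and 30. The paper's MACS antibodies targeted CD31, the product of Pecam1, as well as SSEA1. These shares are thus of cells left after that step, not of the whole ovary. Macrophage-like cells were 1 cluster of mixed myeloid transcripts, with the neutrophil genes S100a8, S100a9, Camp and Ngp among its 10 leading genes beside C1qa, C1qb and C1qc, and made up 0.711%, 0.234% and 0.430%. Red-blood-cell-like cells made up 0.206%, 0.433% and 0.205%, on 20, 37 and 22 cells. Pecam1 (chromosome 11 from 106654217 to 106750628) was at 313 ± 173 CPM in endothelial-like cells and 51.9 ± 4.84 in germ-like cells, and its log2 fold change in endothelial-like cells was 5.68 (standard error 0.22, adjusted p = 4.5e-16, edgeR). Cd68 (chromosome 11 from 69664213 to 69666153) was at 118 ± 59.9 CPM in macrophage-like cells, with a log2 fold change of 7.18 (standard error 0.30, adjusted p = 1.9e-14, edgeR). Cd68 had no UMI in red-blood-cell-like cells of any lot, so this fitted value depends on the prior count. With DESeq2 the fitted value was 5.82. Krt19, Tcf21, Ddx4 and Pecam1 also had no UMI in a lot in 1 or 2 of the tested classes. Hba-a1 (chromosome 11 from 32283511 to 32284465), whose reads can be lost or shared with its near-identical copy Hba-a2, was at 169185 ± 6559 CPM in red-blood-cell-like cells. Its mean was 31.8 CPM in pre-granulosa-like cells and 59.6 CPM in germ-like cells.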

Cell viability before and after MACS to create the FOSCs was >90% (Figure 3A). To confirm identity of MACS-escaped germ cells, we thawed three additional lots of FOSCs and performed flow cytometry for SSEA1 (Figure 3B). This result demonstrates that SSEA1+ MACS-escaped germ cells correspond to 5.13%, 2.88%, and 1.70% in lot 43, lot 47, and lot 58, respectively, in range with the predicted estimates by 10X Genomics.

**Figure 3:**
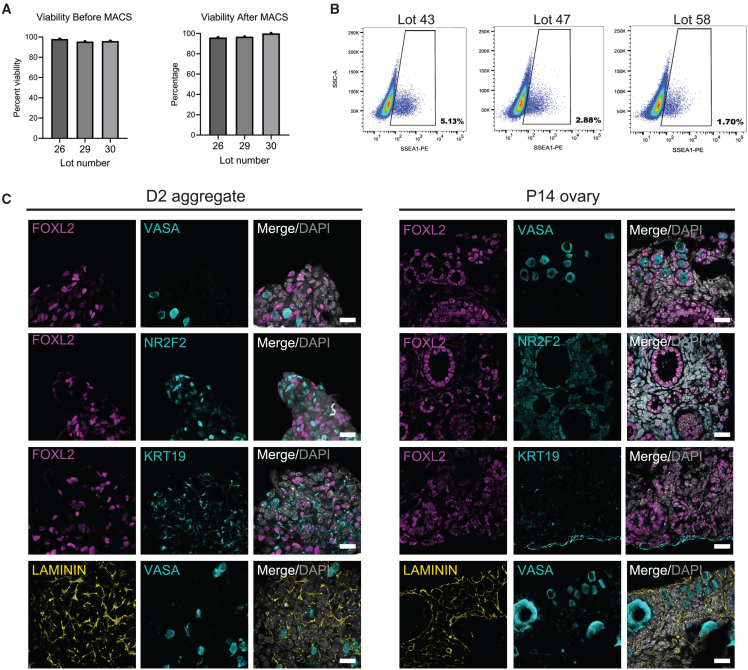
Thawed FOSCs are disorganized 2 days after aggregation (A) Percent viability of the single-cell suspension of E12.5 ovarian cells before and after MACS prior to cryopreservation. (B) Percentage of SSEA1-PE+ MACS-escaped germ cells following thaw of three different lots of FOSCs. SSC-A, side scatter; PE, phycoerythrin. (C) IF of FOSCs aggregated for 2 days to evaluate major cell types in the aggregates (left). Postnatal day 14 (P14) ovary used as a positive control (right). Antibodies include FOXL2 (pre-granulosa/granulosa cell marker, pink), NR2F2 (ovarian stromal marker, blue), KRT19 (epithelial marker, blue), laminin (ECM, yellow), VASA (germ cell, blue). Scale bar, 20 μm.

Analysis of protein expression in aggregates of FOSCs via IF reveals randomly distributed VASA+ MACS-escaped germ cells interspersed near FOXL2+ pre-granulosa cells (Figure 3C). NR2F2+ stroma and KRT19 epithelial cells are also randomly organized at this stage, and laminin protein can be detected in the extracellular spaces between the cells (Figure 3C). Postnatal day 14 ovaries were used as a positive control for IF staining (Figure 3C). This result indicates that the production of frozen FOSCs is a viable strategy for creating a consistent off-the-shelf supply of cells for generating rOvaries. In addition, the presence of a laminin matrix at day 2 suggests frozen FOSCs are competent to initiate ECM deposition.

### Consistent manufacturing of rOvaries from frozen FOSCs

To generate rOvaries by *in vitro* differentiation (IVDi), we generated PGCLCs according to Figure 1, aggregated the PGCLCs with thawed vials of FOSCs in low-adhesion plates, and transferred the aggregates to the air-liquid interface for 21 days of IVDi to manufacture rOvaries (Hikabe et al., 2016) (Figure 4A). Differentiation of iPSCs to create PGCLCs at day 6 reveals a fluorescence signal corresponding to BV (representing mVenus protein expressed from *Blimp1* regulatory elements) overlapping with SC (representing CFP protein expressed from the *Stella* regulatory elements), particularly at the edges of each aggregate (Figure 4B), consistent with the location of PGCLCs identified using cryosections and IF (Figure 1E). FACS at day 6 reveals a BVSC double-positive PGCLC population (Figure 4C, box), and some single-positive BV cells (Figure 4C). Combining BVSC double-positive PGCLCs with thawed lots of FOSCs results in aggregates where TFAP2C+ PGCLCs can be identified dispersed randomly throughout the aggregate relative to FOXL2+ pre-granulosa cells (Figure S2A). We also observe bright DDX4+ MACS-escaped germ cells that do not express TFAP2C, consistent with the older developmental age of the endogenous PGCs compared with PGCLCs (Figure S2A).

**Figure 4:**
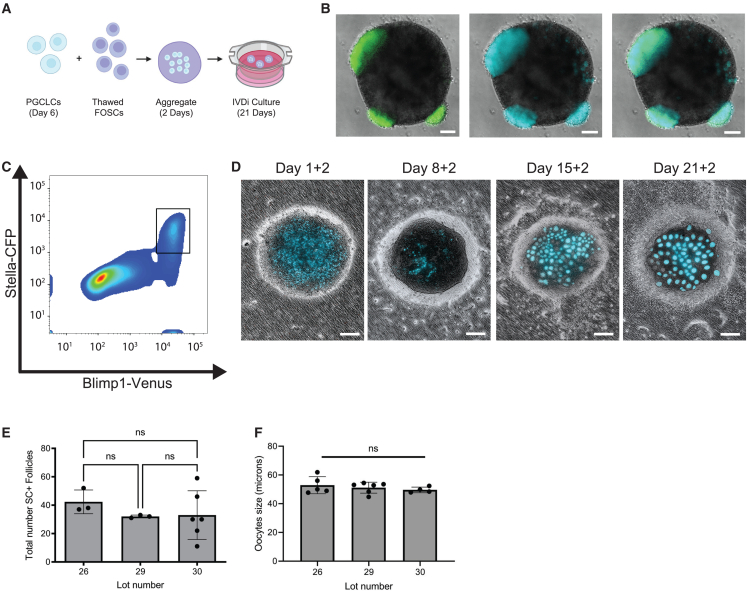
Organization of FOSCs and PGCLCs into follicles containing oocytes (A) Model for generating rOvaries with PGCLCs and FOSCs. The first step involves 2 days of aggregation followed by 21 days of IVDi culture (23 days total). IVDi, *in vitro* differentiation. Created with biorender.com. (B) Day 6 differentiated cells show BVSC+ PGCLCs at the edges of the 3D assemblies. Scale bar, 100 μm. (C) FACS at day 6 for BV and SC. Box shows the double-positive BVSC PGCLCs. (D) Representative phase contrast images overlaid with SC showing rOvaries at indicated days of IVDi. The annotation +2 refers to the 2 days of aggregate culture prior to transfer to the collagen membranes. Scale bar, 200 μm. (E) Total number of SC+ oocytes at day 21 of IVDi from three different FOSC lots. Each dot represents the number of SC+ oocytes in a single rOvary. A minimum of n = 3 rOvaries were analyzed for this experiment. Data are shown as mean and standard error of the mean (SEM). Statistical analysis involved an ordinary one-way ANOVA followed by Tukey’s multiple comparison test. Significance was accepted if p < 0.05. (F) Oocyte size was measured at day 21. Each dot represents the average oocyte size in a single rOvary. Data are shown as mean and SEM. Statistical analysis involved an ordinary one-way ANOVA followed by Tukey’s multiple comparison test. Significance was accepted if p < 0.05*.* See Figure S2.

Following 2 days (+2) as aggregates in 96-well plates, the aggregates are transferred to collagen membranes for 21 days of IVDi (Figure 4A). One day after transfer, SC+ PGCLCs can be identified, and are distributed throughout the putative rOvary. By day 8, SC expression is reduced, and round balls of SC+ presumptive oocytes are starting to emerge. We hypothesize that the reduction in SC+ signal between days 1 and 8 may be due to fetal oocyte attrition and/or reduced levels of SC transgene as the germline enters meiosis (Ohinata et al., 2008). From days 15 to 21, individual SC+ oocytes can be distinguished within the rOvary (Figure 4D). To better understand how variability in FOSC lots might impact oocyte formation, we counted the number of SC+ oocytes in each rOvary and discovered no significant difference in the number of SC+ oocytes when comparing different lots (Figure 4E). We also did not observe any difference in the average size of SC+ oocytes (Figure 4F). We repeated this experiment with additional frozen lots of FOSCs, and found a consistent and reproducible number and size of SC+ oocytes in our experiments (Figure S2B). IF for Stella at D21 shows that SC+ oocytes are positive for endogenous STELLA, indicating recapitulation of *in vitro* oogenesis from BVSC+ PGCLCs (Figure S2C). The average SC+ oocyte size is ∼50 μm, and this is consistent with oocyte size during the first wave of activated follicles between postnatal days 12 (P12) and P17 (Chen et al., 2022). In addition to SC+ oocytes, SC– oocytes were also identified at D21 + 2, with the total number of MACS-escaped (SC–) oocytes in each rOvary from each lot shown in Table S4.

### Cellular assembly of rOvaries

Manipulation of rOvaries at the conclusion of IVDi has largely focused on breaking the rOvary into individual follicle units for *in vitro* growth, maturation, and fertilization (Hikabe et al., 2016). Given the potential utility of rOvary technology to study ovarian development, we examined the structure of the rOvary at day 21 of IVDi by embedding the rOvaries still attached to the collagen membrane in paraffin, and sectioning the rOvaries perpendicular to the membrane to visualize rOvary thickness (Figure S3A). This result shows that rOvaries are relatively flat disc-like structures about the width of a single follicle (Figure S3B). Using IF, we evaluated the major cell types of the D21 rOvary at the end of IVDi (Figures 5A–5E). Using a P14 ovary as a control (Figures 5F–5J), our data reveal that the follicles of rOvaries are composed of one to two layers of FOXL2+ pre-granulosa cells that surround a single DDX4+ oocyte (Figure 5A). Using NR2F2 to identify ovarian stromal fibroblasts, we stained FOXL2 together with NR2F2, and found that NR2F2+ cells are located between the follicles (Figures 5B and 5G), with some NR2F2+ cells found to co-express FOXL2. Using 3βHSD to mark steroidogenic theca recruitment from the stroma, we show that rOvaries do not have evidence of 3βHSD activity at the end of IVDi (Figure 5C), whereas the multi-layer follicles of P14 ovaries do (Figure 5H). Using laminin, we show a delicate basement membrane separates follicles from the stroma in the rOvaries (Figure 5D) and P14 ovaries (Figure 5I). The surface of the rOvaries did not have a distinct basal lamina, suggesting that this model may lack a surface epithelium. To confirm this, we stained the rOvaries (Figure 5E), and P14 ovaries (Figure 5J) with KRT19. The results clearly show a KRT19 ovarian surface epithelium on the ovary at P14, whereas only rare KRT19+ cells are identified in rOvaries, and these do not form a surface epithelium.

**Figure 5:**
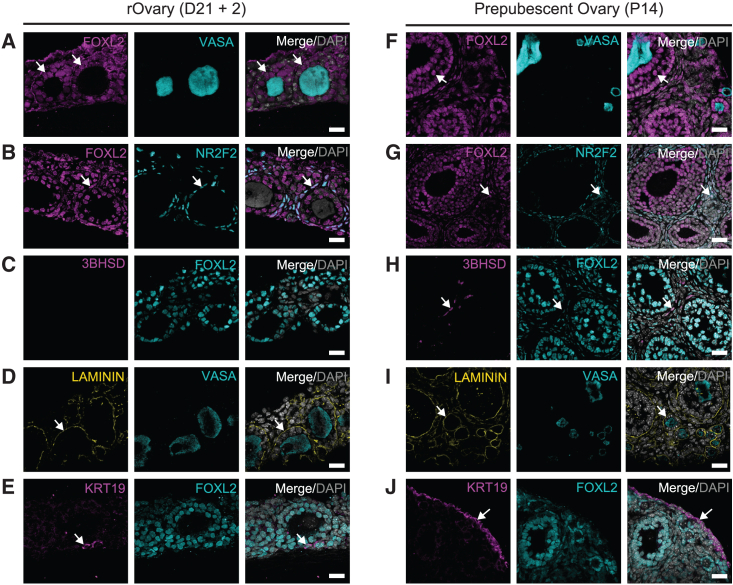
rOvaries do not have an ovarian surface epithelium or steroidogenic theca (A) IF of rOvaries for FOXL2 (pre-granulosa/granulosa marker (pink) and VASA (germline, blue). Arrows point to follicles. All rOvary images (A–E) are at day 21 of IVDi. P14 (F–J) was used as a positive control. Scale bars, 20 μm (A–J). (B) IF for FOXL2 (pink) and NR2F2 (stroma marker, blue) in day 21 of rOvaries. Arrows point to FOXL2+ NR2F2+ stromal cells. (C) IF of 3βHSD (theca marker, pink) and FOXL2 (blue) in day 21 of rOvaries (D) laminin (yellow) and VASA (blue) in day 21 rOvaries. Arrows point to basement membrane surrounding individual follicles. (E) KRT19 (ovarian epithelial marker, pink) and FOXL2 (blue) in day 21 rOvaries. Arrows point to rare KRT+ cells in the rOvaries. (F) IF of CD1 mouse ovaries at postnatal (P) day 14 FOXL2 (pre-granulosa/granulosa marker, pink) and VASA (germline, blue). All ovaries are from a P14 mouse. Arrow points to examples of follicles. (G) FOXL2 (pink) and NR2F2 (stroma marker, blue) in P14 ovaries. Arrow points to FOXL2+ NR2F2+ cells in the stroma. (H) 3βHSD (theca marker, pink) and FOXL2 (blue) in P14 rOvaries. Arrow points to steroidogenic theca cells. (I) Laminin (yellow) and VASA (blue) in P14 rOvaries. Arrow points to basement membrane surrounding individual follicles. (J) KRT19 (ovarian epithelial marker, pink) and FOXL2 (blue) in P14 rOvaries. Arrow points to the KRT+ surface epithelium of the postnatal ovary. See Figure S3 and Table S4.

## Discussion

Here, we show that the rOvary technology is a reliable and reproducible approach to support the differentiation of PGCLCs into oocytes. In our hands, the average number of follicles generated in the rOvary model corresponds to 48 follicles containing SC+ oocytes, and 10 follicles containing SC– oocytes per rOvary. Based on oocyte size, the follicles containing SC+ oocytes generated at the conclusion of IVDi (23 days after assembly with FOSCs) correspond to activated follicles equivalent to those found in immature pre-pubertal postnatal ovaries. The lack of 3βHSD indicates that the activated follicles have not yet initiated recruitment of NR2F2+ stromal cells to become steroidogenic theca. Furthermore, the lack of KRT19 on the surface of rOvaries indicates that this model does not assemble an ovarian surface epithelium.

The presence of MACS-escaped germ cells in the FOSCs and MACS-escaped oocytes following IVDi has been reported previously (Hayashi et al., 2017; Hikabe et al., 2016). Given that we begin the experiment with 5,000 PGCLCs and acquire 48 SC+ oocytes on average in each rOvary, we calculate the average survival and differentiation of PGCLCs into oocytes as 1%. Early and late oocyte attrition are poorly understood processes that lead to death of the majority of the germline pool (Hunter, 2017). Therefore, the rOvary model will likely to provide valuable insights into this process in future studies.

The ovarian surface epithelium is the source of pre-granulosa cells found in quiescent follicles of the adult ovary (Mork et al., 2012; Ng et al., 2014; Niu and Spradling, 2020; Rastetter et al., 2014). The lack of ovarian surface epithelium (but presence of follicles) could be explained by the development ontogeny of granulosa cells, which involves two distinct waves. As GATA4+ cells of the coelomic epithelium proliferate to form the genital ridges, the underlying basement membrane breaks down, and the epithelial cells express transcription factors essential for bipotential genital ridge development including *Nr5a1* (Luo et al., 1995; Stévant et al., 2019), *Lhx9* (Birk et al., 2000), and *Emx2* (Kusaka et al., 2010). Sex determination begins soon after E10.5 with expression of the *Sry* mouse sex-determining gene, leading to the epithelial cells adopting a testis fate (Hacker et al., 1995), or β-catenin signaling by Rspo1 leading to an ovary fate (Chassot et al., 2008; Liu et al., 2009). In the embryonic ovary, *Foxl2* expression is initiated in nascent pre-granulosa cells starting around the time of sex determination at E11.5 (Mork et al., 2012; Schmidt et al., 2004; Wilhelm et al., 2009), which is 24 h before FOSC extraction at E12.5.

FOXL2+ pre-granulosa cells at E12.5 are called first-wave pre-granulosa cells (Mork et al., 2012). The second-wave pre-granulosa cells are specified from *Lgr5+* precursors originating in the ovarian surface epithelium (Ng et al., 2014; Rastetter et al., 2014). These *Lgr5*+ second-wave precursors do not express FOXL2 protein until after birth (Niu and Spradling, 2020). Lineage tracing of *Foxl2*-expressing pre-granulosa cells at E12.5 and E14.5 reveals that FOXL2+ first-wave pre-granulosa cells between E12.5 and E14.5 contribute to ovarian follicles that undergo rapid and direct follicle activation (Mork et al., 2012). In contrast, the *Lgr5*-expressing pre-granulosa cells from the ovarian surface epithelium give rise to the future dormant ovarian cortical follicles from around E14.5 (Niu and Spradling, 2020; Rastetter et al., 2014). Given that FOSCs used in rOvary formation are isolated from E12.5, it can be hypothesized that the resulting activated rOvaries originate from FOXL2+ first-wave pre-granulosa cells.

Not only does the presence of FOXL2+ pre-granulosa cells in day 2 aggregates support the hypothesis that the follicles of rOvaries originate from the first-wave pre-granulosa cells, so does the size of the GV-stage oocytes, which corresponds to the size of the first-wave oocytes in primary/early secondary follicles (Chen et al., 2022). Recent studies of FOXO3 in the rOvary model reveals that this protein localizes to the oocyte cytoplasm at day 11 of IVDi when follicles are first formed (Hikabe et al., 2016; Shimamoto et al., 2019). This is critical as cytoplasmic FOXO3 is associated with follicle activation (John et al., 2008). It is possible that some follicles in the rOvaries may contain second-wave pre-granulosa cells given that rare *Lgr5*-expressing cells are detected in the embryonic ovary from E11.5 (Mork et al., 2012; Ng et al., 2014; Niu and Spradling, 2020; Rastetter et al., 2014). However, further investigation of this is needed.

Although NR2F2+ ovarian stroma is detected between the follicles at day 21 of IVDi, there is no evidence of steroidogenic activity in these cells, which would be indicative of theca recruitment. In contrast, the P14 ovaries exhibit 3βHSD expression in the stromal cells around the larger multi-layer follicles. The absence of steroidogenic theca cells in the ovaries at day 21 of IVDi is not surprising given that the follicles in the rOvary correspond to primary early secondary follicles, whereas theca recruitment begins in multi-layer pre-antral follicles downstream of GDF9 secretion from the growing oocyte (Dong et al., 1996). In the rOvaroid model where FOSLCs are generated from ESCs rather than isolated from embryos, Nr5a1-hCD271 (a theca marker) can be identified around activated follicles (Yoshino et al., 2021). However, it was not reported whether these theca cells are steroidogenic or not. Theca cells in the ovary originate from two sources, the WT1 cells from the ovary medulla and the Gli1+ mesenchymal cells that migrate in from the mesonephros (Liu et al., 2015). As part of FOSC generation, the mesonephros is removed, therefore, it is likely that the Gli1+ mesonephric theca progenitors are also removed. We speculate that this should not be a major issue as WT1 progenitors are the dominant source of theca in the adult ovary, and these cells are identified in the developing embryonic ovary as early as E11.5 (Liu et al., 2015), which is prior to FOSC extraction. Therefore, if steroidogenic theca cells can be produced with additional rOvary culture, it is likely that these will originate from WT1 progenitors.

In summary, we have demonstrated that self-assembly of rOvaries mimics key aspects of ovarian biology including the generation of GV-stage oocytes with one to two layers of granulosa cells. At the conclusion of IVDi, the model is poised to enter the gonadotrophic-dependent phase and produce ovarian hormones, an activity that does not require surface epithelium. Hormone production by the rOvary will require the model to be competent to generate steroidogenic theca.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr Amander Clark (). Requests for the BVSC iPSC line used in these studies should be made to .

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Mouse iPSCs

The transgenic BV and SC mouse iPSC reporter lines (clone 4 FR C3) was published previously (Hikabe et al., 2016). The mouse iPSC line used for these studies was derived from tail tip fibroblasts of a 10-week-old adult female mouse. The female donor mouse was generated by crossing a 129X1/SvJ (chinchilla) female and C57BL/6 BVSC male.

#### Animals

FOSCs were prepared from embyros of CD1 pregnant mice (Charles River, strain code: 022).

### Method details

#### PSC culture

BVSC iPSCs were cultured in six-well tissue culture plates coated with 0.01% poly-L-ornithine solution (Sigma, catalog no. P4957-50ML) and laminin at 10 ng/mL (Sigma, catalog no. L2020). BVSC iPSCs were thawed in 2i+LIF medium (N2 supplement [Gibco, catalog no. 17502-048], B27 supplement [Gibco, catalog no. 12587-010], DMEM/F12 w/o HEPES [Gibco, catalog no. 11320-033], neurobasal medium (Gibco, catalog no. 11360-070), 0.5 μM PD0325901 inhibitor (Stemgent, catalog no. 04–0006), 3 μM CHIR99021 inhibitor (Reprocell, catalog no. 04-0004-10), 1× β-mercaptoethanol (Gibco, catalog no, 21985-023), penicillin-streptomycin-glutamine (Gibco, catalog no. 10378-016), and 10,000 U/mL ESGRO mouse LIF (Millipore, catalog no. ESG1107), and cultured for 3 days at 37°C, 5.0% CO_2_, with daily medium changes. On day 3, iPSCs were passaged using 0.05% trypsin-EDTA (Gibco, catalog no. 25300120) and re-plated at a concentration of 5 × 10^4^ cells/well onto new poly-L-ornithine- and laminin-coated plates containing 2i+LIF medium. iPSCs were cultured for another 3 days receiving daily medium changes before generating EpiLCs.

#### EpiLC induction

After 3 days of culture, BVSC iPSCs were dissociated into a single-cell suspension using 0.05% trypsin-EDTA (Gibco, catalog no. 25300120). EpiLCs were induced by plating 1.0 × 10^5^ cells/well of 12-well plates (Corning, catalog no. 3513) coated with 16.7 μg/mL human plasma fibronectin (Invitrogen, catalog no. 33016-015), and cultured in EpiLC medium. EpiLC medium is composed of 1× N2 supplement (Gibco, catalog no. 17502-048) diluted in DMEM/F12 w/o HEPES (Gibco, catalog no. 11320-033), 1× B27 supplement (Gibco, catalog no. 12587-010) diluted in neurobasal medium (Gibco, catalog no.11360-070) (N2B27). To the N2B27 medium the following supplements are added, 20 ng/mL Activin A (Peprotech, catalog no. AF-120-14E), 12 ng/mL HumanKine recombinant FGFbasic-TS protein (Proteintech, catalog no. HZ-1285), 1% KSR (Gibco, catalog no. 10828-028), 1× β-mercaptoethanol (Gibco, no. 21985-023), and 1× penicillin-streptomycin-glutamine (Gibco, catalog no. 10378-016). The cells are cultured at 37°C, 5.0% CO_2_ for 2 days to generate EpiLCs, with a fresh medium change on day 1. DMEM/F12 with HEPES has been reported to cause non-specific upregulation of the BV transgene (Hayashi and Saitou 2013). Therefore DMEM/F12 without HEPES is required (Hayashi and Saitou, 2013). Preparation of N2 stock in DMEM/F12 without HEPES solution must be made fresh prior to preparing N2B27 in neurobasal medium. N2B27 is required for the differentiation of EpiLCs from 2i+LIF-cultured PSCs (Hayashi and Saitou, 2013).

#### Primordial germ cell-like cell and somatic cell differentiation

After 2 days of EpiLC culture, cells were dissociated into a single-cell suspension using 0.05% trypsin. PGCLCs were induced in 3D by seeding 2.0 × 10^3^ cells into each well of a 96-well ultra-low attachment multiwell plate (Corning, catalog no. 7007) in GK15 medium (GMEM [Gibco, catalog no. 11710-035], 15% KSR [Gibco, catalog no. 10828-028), 1× NEAA [Gibco, catalog no. 11140-050], 1× sodium pyruvate [Gibco, catalog no. 11360-070], 1× β-mercaptoethanol [Gibco catalog no. 21985-023], and penicillin-streptomycin-glutamine [Gibco, catalog no. 10378-016]) with the addition of the following cytokines: 500 ng/mL mouse BMP-4 recombinant protein (R&D Systems, catalog no. 5020BP010/CF), 500 ng/mL recombinant mouse BMP-8a protein (R&D Systems, catalog no. 7540-BP-025), 50 ng/mL recombinant mouse EGF protein CF (R&D Systems, catalog no. 2028-EG-200), 100 ng/mL stem cell factor recombinant mouse (Peprotech, catalog no. 250-03), and 10,000 U/mL ESGRO mouse LIF (Millipore, catalog no. ESG1107). Differentiation ultra-low attachment multiwell plates was performed for a total of 6 days at 37°C, 5.0% without any medium changes.

#### Fluorescence-activated cell sorting

On day 6 of PGCLC differentiation, cells were collected and dissociated using 0.05% trypsin-EDTA (Gibco, catalog no. 25300120) for 10 min at 37°C. The cell suspension was washed with MEF medium (high-glucose DMEM [Invitrogen, catalog no. 11960-069], 10% FBS [Invitrogen, catalog no. 26140-079], 1× penicillin-streptomycin-glutamine, and 1× Primocin (Invivogen, catalog no. ant-pm-2]) by centrifugation at 1.2 rpm for 5 min at room temperature. Cells were then resuspended in FACS buffer (1% BSA [Sigma, catalog no. A3311-100G] and 1× PBS]) and transferred to a Falcon 12 × 75-mm tube with a cell strainer cap (Corning, catalog no. 352235). Compensation controls were prepared from mouse iPSCs (without transgenes), Oct4-GFP iPSC reporter line, and a CFP-expressing iPSC cell line, which were plated 24 h before sorting. The cell viability dye 7-AAD (BD Biosciences, catalog no. 559925) was added (1:60 concentration) to the 7-AAD control and the experimental sample 15 min before FACS. BVSC double-positive PGCLCs were sorted using a BD FACSAria II cell sorter and collected in GK15 medium supplemented with 30 mg/mL retinoic acid.

#### MACS-escaped germ cell quantification by flow cytometry

Cryopreserved lots of FOSCs were thawed at room temperature and incubated with anti-human/mouse SSEA1 antibody (Miltenyi Biotec, catalog no. 130-117-689) (Table S5) in FACS buffer on ice at 1:50 for 15 min. After antibody incubation, the cells were washed twice in FACS buffer. 7AAD (BD Biosciences, catalog no. 559925) was added at 1:60 before analysis on a BD FACSAria II using BD FACSDiva 8.0.2 followed by post analysis processing in FlowJo 10.6.2 (BD Biosciences).

#### FOSC lot production and cryopreservation

FOSCs in each lot were obtained from 10 time-mated E12.5 pregnant female CD1 mice (Charles River, strain code: 022). Gonads, which included the mesonephros and ovaries, were collected into cell culture plates filled with MEF medium on ice. Gonads were transferred into glass plates containing MEF medium and mesonephros were removed using surgical blades and fine forceps under a SZX16 (Olympus) microscope. Ovaries were collected into a well of a four-well plate containing MEF medium and DNase I. Ovaries were washed twice by transferring them into wells containing PBS. Dissociation of ovaries was performed in 0.05% trypsin for 10 min at 37°C. MEF medium was used to quench and tissues were dissociated by vigorous pipetting. Cells were strained using a 70-μM cell strainer and then washed using MEF medium. The ovarian somatic cell pellet was then resuspended in MACS buffer composed of PBS (Invitrogen, catalog no. 11960-069) containing 0.1% BSA (Invitrogen, catalog no. A3311-100G) and 0.5 M EDTA (Thermo Fisher Scientific catalog no. AM9260G), and incubated with the MACS antibodies SSEA1 (Miltenyi catalog no. 130-094-530) and CD31 (Miltenyi catalog no. 130-097-418) at 4°C for 30 min (Table S5). Afterward, labeled cells were washed by adding MACS buffer before spinning for 5 min at 1,600 rpm. The cell pellet was resuspended in 500 μL MACS buffer and then loaded into an MS column held by a MiniMACS Separator magnet. Flowthrough was collected, including the MACS medium added for washes. The number of cells collected was counted and aliquots of 300,000 cells per vial were frozen down in Cell Banker 2 (AMSBIO, catalog no. 11914) at −80°C and then transferred to liquid nitrogen tanks for long-term storage. All animal research is conducted under regulatory oversight by the UCLA Office of Research. The work was conducted following review and approval by the UCLA Institutional Animal Research Oversight Committee, protocol no. ARC-2020-171.

#### Mouse rOvary generation

To generate rOvaries we combined 5.0 × 10^3^ BVSC double-positive PGCLCs with 5.0 × 10^4^ E12.5 FOSCs per well of a 96-well plate (Corning, catalog no. 7007) in GK15+ RA medium. Afterward, we centrifuged the 96-well plates at 200 rpm for 4 min (Beckman Coulter, Allegra X-15R centrifuge) and allowed the cells to aggregate for 2 days in an incubator at 37°C, 5.0% CO_2_. On day 2 of aggregation, we transferred three to five aggregates onto COL-membrane supports (Sigma-Aldrich, catalog no. CLS3491-24EA) placed in six-well plates (Corning, catalog no. 3516) containing α-MEM-based IVDi medium (α-MEM (Invitrogen, catalog no. 12571-063), 2% FBS (LifeTech, catalog no. 26140079), GlutaMAX (Invitrogen, catalog no. 35050-061), β-mercaptoethanol, 1× penicillin-streptomycin (Invitrogen, catalog no. 15070), 0.15 mM ascorbic acid (Sigma-Aldrich, catalog no. A8960-5G)) using wide-orifice pipette tips (VWR, catalog no. 46620-642). Transfer of aggregates onto COL-membrane supports constituted day 0 of rOvary culture on an air-liquid interface. On day 2 of rOvary culture, α-MEM-based IVDi medium was changed. On days 4 and 6 of rOvary culture half medium changes were performed using StemPro-34-based IVDi medium (StemPro-34 basal medium with supplement [Gibco, catalog no. 10639-011], 10% FBS [LifeTech, catalog no. 26140079], 1× GlutaMAX (Invitrogen, catalog no. 35050-061), β-mercaptoethanol, 1× penicillin-streptomycin [Gibco, catalog no. 15070], 0.15 mM ascorbic acid [Sigma-Aldrich, catalog no. A8960-5G]). On day 7 of rOvary culture 12.14 mg/mL ICI182,780 (Tocris, catalog no. 1047), an inhibitor of estrogen signaling, was added to the medium. On day 8 of rOvary culture a half medium change was done using StemPro-34-based IVDi medium. On day 9 of rOvary culture, a full medium change with StemPro-34 IVDi and ICI182,780 was performed. On days 11, 13, 15, 17, and 19 of rOvary culture full medium changes were carried out using StemPro-34-based IVDi medium. On day 21 of culture, rOvaries were collected for downstream analysis.

#### Follicle counting and oocyte diameter measurements

On day 21 of rOvary culture, bright-field (BF) and CFP images were taken using a 10× objective for each individual rOvary and saved as individual oir files (Olympus CK×53). For each rOvary, BF and CFP channels were merged using Imaris 8.3.1 (Bitplane). Oocyte diameters were collected using the measuring tool within slice mode for all SC+ follicles. MACS-escaped germ cells were defined as follicles containing oocytes that were negative for SC. Criteria for selection of SC+ oocytes involved the SC signal being morphologically ovoid in shape and within a zone pellucida. Criteria for selecting SC– oocytes, the zona pellucida, and/or GV was visible and the shape of the oocyte was ovoid. No minimum size was excluded. To calculate statistical significance, an ordinary one-way ANOVA followed by Tukey’s multiple comparison test was conducted using the GraphPad Prism v.10.0.0. Significance was accepted if p < 0.05.

#### Cryosectioning and IF

rOvaries on COL membranes were washed with PBS (1×; Fisher BioReagents, catalog no. BP3994) then fixed in 2% PFA on ice for 3 h. Samples were washed three times in PBS with 0.2% Tween (Fisher Scientific, catalog no. BP337-100) for 10 min each on ice. Next, rOvaries were placed in 10% sucrose solution (Sigma-Aldrich, catalog no. S0389) for 10 min on ice then transferred to a 30% sucrose solution and allowed to incubate overnight at 4°C. Each rOvary was placed in Tissue-Tek O.C.T. Compound (Sakura, catalog no. 4583) and then snap-frozen using liquid nitrogen. Snap-frozen samples were sectioned at a thickness of 5 μm and placed onto glass slides (Fisherbrand, catalog no. 1255015). Slides were stored at −80°C. On day of IF staining slides were warmed to room temperature, then rinsed with PBS. Slides were then washed three times for 10 min each wash in 0.2% PBST. Blocking was performed at room temperature for 1 h using 10% normal donkey serum (Fisher Scientific, catalog no. NC9624464). Primary antibodies were incubated overnight at 4°C and then washed 6 times for 15 min each with PBS. Secondaries were added and incubated in the dark for 1 h at room temperature and then washed with PBS four times for 15 min each wash. Primary and secondary antibody concentrations are listed in Table S5. Mounting medium was added and coverslips were placed on slides and then sealed.

#### Paraffin processing and IF

Samples were washed with PBS then fixed in 2% PFA on ice for 3 h. Afterward, samples were washed with PBS and 0.2% Tween (0.2% PBST). rOvaries were then cut out from the membrane and washed three times with 0.2% PBST for 10 min each on ice and processed to paraffin. To prepare samples for IF staining, 5-μm slides were deparaffinized and rehydrated to PBS wash. Antigen retrieval was done in Tris-EDTA buffer at 95°C for 40 min. After a 20-min cool down at room temperature, slides were washed in PBS (1×) for 5 min. Samples were then placed in permeabilization buffer (PBS and 0.05% Triton X) for 20 min then washed three times for 5 min each wash in 0.2% PBST. Blocking was performed using 10% normal donkey serum at room temperature for 30 min. Primary antibodies were incubated overnight in 4°C and then washed three times for 5 min each with 0.2% PBST. Secondaries were added and incubated in the dark for 1 h at room temperature and washed with 0.2% PBST three times for 5 min each wash. Primary and secondary antibody concentrations are listed in Table S5. Sections were washed once with PBS for 5 min and DAPI (Fisher Scientific, catalog no. D1306) was applied for a maximum of 5 min. Sections were washed with PBS three times for 5 min each wash. Mounting medium was applied and a coverslip was added then sealed. The slides were allowed to cure overnight at room temperature in the dark.

#### Microscopy

Images were taken on a confocal laser scanning microscope (LSM880 or LSM780) (Carl Zeiss) using either a Plan-Apochromat 20×/0.8 NA objective or a Plan-Apochromat 63×/1.4 NA M27 oil immersion objective at room temperature. Acquired images were processed in the image processing software Imaris 8.3.1 (Bitplane).

#### Preparing cells for scRNA-seq by 10X genomics

Single-cell suspensions were prepared of the day 6 aggregates (n = 4 samples) and the thawed FOSC lots (n = 3 samples) using trypsin EDTA (Gibco, catalog no. 25300-054). Single cells were washed three to five times in cold PBS supplemented with 0.04% BSA. Single-cell suspensions were processed to 10X Genomics GEM formation and library preparation using the chromium single-cell 3′ Reagent Kits v.3 (10X Genomics, catalog no. PN-100075).

#### scRNA-seq analysis (FOSC lots)

Valid cells and UMIs were determined by UMI-tools (Smith et al., 2017) to generate the whitelist. Reads corresponding to valid barcodes were aligned to GRCm38 with STAR 2.7 (Dobin et al., 2013), and only uniquely mapped reads were kept for downstream analyses. Count matrices were generated by featureCounts v.2.0.1 from the Subread R package (Liao et al., 2013), with UMI information further appended to the alignment.bam file. The cell-by-gene count matrix was generated with umi_tools count function and served as input data for Seurat (Stuart et al., 2019). We only kept the cells expressing at least 200 genes, and genes with expression in at least 3 cells. The cells were also filtered by the maximum of 9,000 expressed genes and of 10% mitochondrial genes. The UMI counts were then normalized for each cell by the total expression, multiplied by 10,000, and log-transformed. We used Seurat’s default method to identify highly variable genes and scaled data for regressing out variations. The scaled data with variable genes were used to perform principal-component analysis (PCA). The top 50 PCs were chosen for further analysis, including clustering to identify cell populations. Rare cells with testis identity were not included in the analysis. Uniform Manifold Approximation and Projections (UMAPs) were calculated by RunUMAP function in Seurat package using the top 50 PCs.

#### scRNA-seq analysis of PGCLCs and somatic cells

The raw GEX libraries were mapped to the mouse reference genome (refdata-gex-mm10-2020A) using cellranger count (v.6.1.2) from 10X Genomics. The aligned data were filtered using SoupX default parameters and the output was analyzed using the R package Seurat (v.4.0). Cells with more than 10% mitochondrial expression and more than 7,800, 12,300, 7,500, and 6,000 unique features were removed for aggregates 1, 2, 3, and 4, respectively. UMI counts were log normalized using NormalizeData default parameters, FindVariableFeatures to select the 2,000 highest variable genes, ScaleData, and PCA at 30 components. We then integrated the datasets using R package Harmony using default parameters, FindNeighbors, RunUMAP, and FindClusters at 30 components for UMAP visualization. We manually annotated germ and somatic cells using a curated set of gene markers.

#### Karyotyping

Routine G-band karyotyping was performed on BVSC iPSCs by Cell Line Genetics (Madison, WI). In brief, 4.0 × 10^5^ to 6.0 × 10^5^ BVSCs were plated onto 0.1% gelatin-coated T25 flask (Falcon, catalog no. 353082) and cultured for 2–3 days (until 80% confluent) at 37°C, 5.0% CO_2_ in mESC medium (KnockOut DMEM [Invitrogen catalog no.10829-018] 15% FBS [Thermo Fisher Scientific, catalog no. SH3007003] 1× penicillin-streptomycin-glutamine [Gibco, catalog no. 10378-016], 1× non-essential amino acids [Invitrogen, catalog no.11140-050], 55 mM β-mercaptoethanol [Gibco, catalog no. 21985-023], 10,000 U/mL ESGRO [Milipore, catalog no. ESG1107]) then shipped to Cell Line Genetics for analysis. A total of 20 metaphase spreads were investigated during analysis.

## Data Availability

The accession numbers for the sequencing data reported in this paper are GEO: GSE238263 and GEO: GSE239488. Any additional information will be available from the corresponding author upon request.

# Supplementary material for: Reconstituted ovaries self-assemble without an ovarian surface epithelium
**Source:** Stem Cell Reports. 2023 Oct 26;18(11):2190–202. doi: 10.1016/j.stemcr.2023.10.001
**Supplement:** Document S1. Figures S1–S3 and Tables S1–S5

**Supplemental Information**

**Reconstituted ovaries self-assemble without an ovarian surface epithelium**

**Enrique Sosa, Sinthia Kabir Mumu, Christian C. Alvarado, Qiu Ya Wu, Isaias Roberson, Alejandro Espinoza, Fei-man Hsu, Kaori Saito, Timothy J. Hunt, Jared E. Faith, Matthew G. Lowe, Jonathan A. DiRusso, and Amander T. Clark**

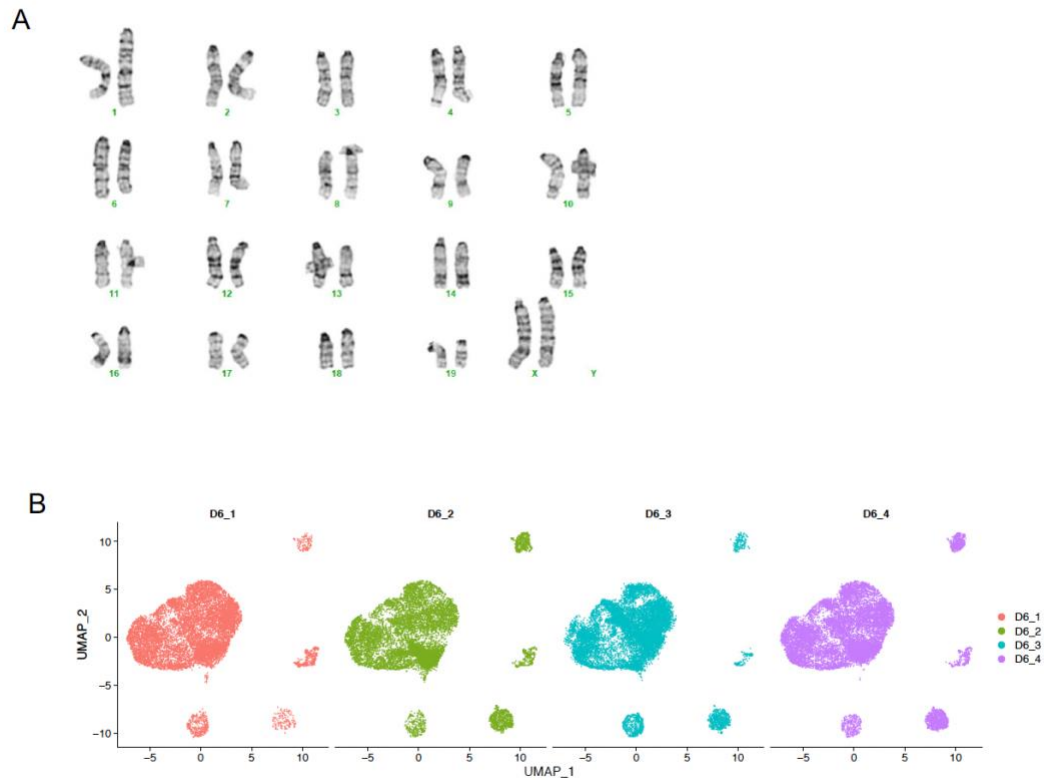

**Figure S1: Characterization of PGCLCs and somatic cells. Related to Figure 1.**

- A) Karyotype with G-banding of the BVSCs iPSC clone 4 FR C3 used for PGCLC and somatic cell differentiation.
- B) UMAP of the results from each Day 6 differentiation experiment shown separately indicating equal contribution of cells from each experiment to the five distinct cell populations.

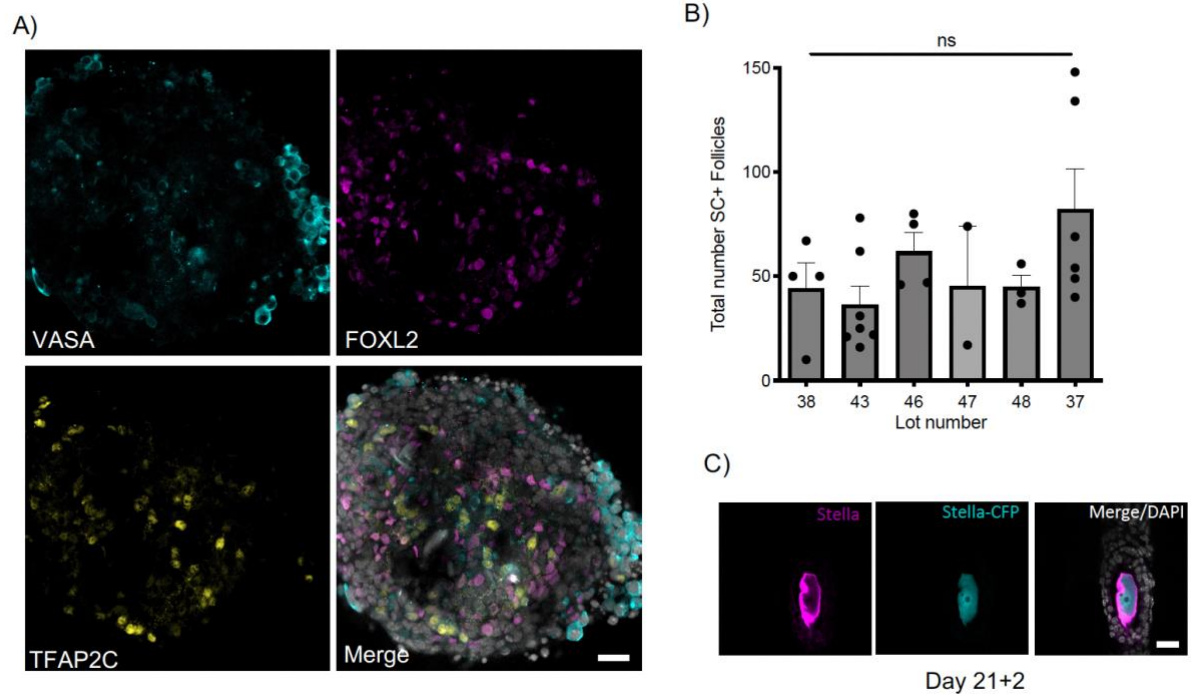

**Figure S2: Characterization of rOvaries. Related to Figure 4.**

- A) IF of aggregates containing FOSCs and PGCLCs at day 2 of aggregation. TFAP2C (yellow) marks the PGCLCs. VASA (blue) marks the endogenous PGCs that escape MACS. FOXL2 (pink) marks pre-granulosa/granulosa cells. Scale bar is 10µm.
- B) Average number of CFP+ oocytes in rOvaries at the conclusion of IVDi. X-axis refers to different Lots of FOSCs. Each dot refers to the number of SC+ oocytes in a given ovary. Data are shown as mean and standard error of the mean. Statistical analysis in E and F involved an *ordinary one-way ANOVA followed by Tukey's multiple comparison test*. Significance was accepted if  $p < 0.05$ .
- C) IF for STELLA was performed on frozen sections of day 21 rOvaries so that CFP could still be detected. Scale bar is 20µm.

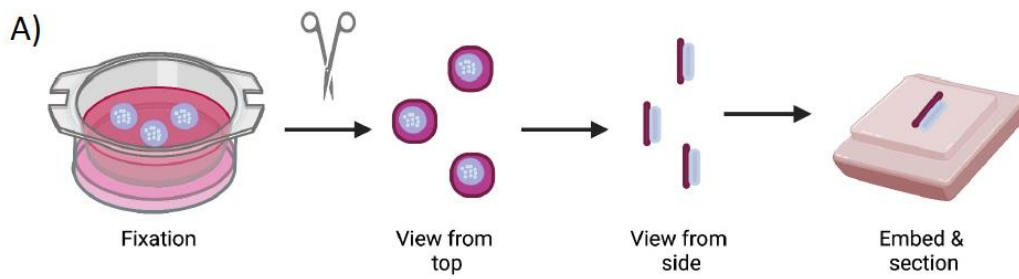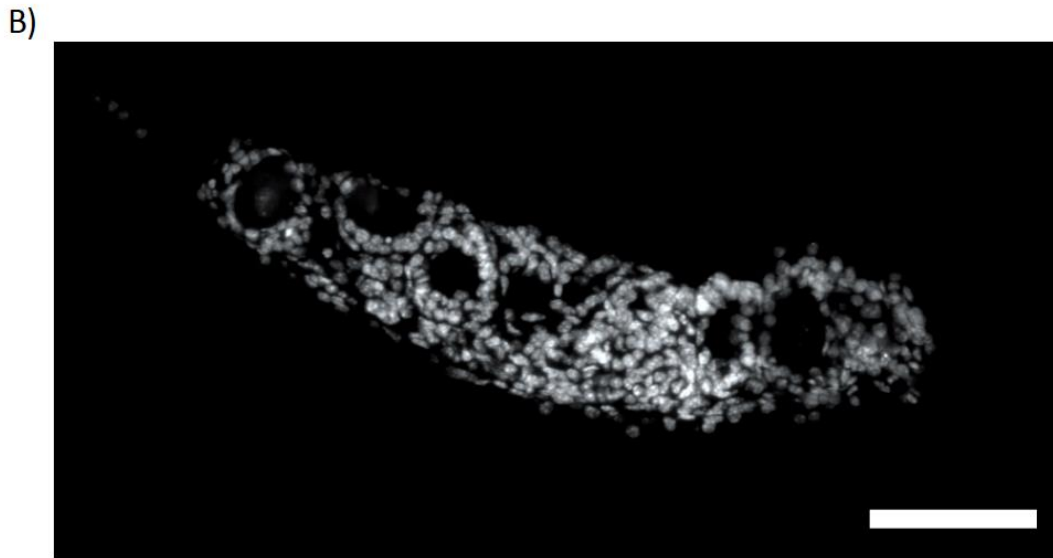

**Figure S3: Processing of rOvaries at day 21 of IVDi. Related to Figure 5.**

A) Schematic for processing rOvaries at day 21 of IVDi. Created with Biorender.com.

B) DAPI stain of an rOvary showing a view from the side. Scale bar is 100um.

## SUPPLEMENTAL TABLES

**Table S1:** Filtering strategy used to identify valid cells at day 6 of differentiation for further analysis. Related to Figure 1.

| Sample | # Reads       | Valid Barcodes (%) | # Valid Cells | # Genes per cell | # UMI per cell |
|--------|---------------|--------------------|---------------|------------------|----------------|
| D6_1   | 278,803,599   | 97.6%              | 10,419        | 3,700            | 10,002         |
| D6_2   | 1,633,860,575 | 97.2%              | 10,290        | 6,724            | 41,055         |
| D6_3   | 179,195,300   | 97.1               | 12,289        | 2,685            | 6,208          |
| D6_4   | 109,172,922   | 97.2               | 12,194        | 2,145            | 4,270          |

**Table S2:** Filtering strategy used to identify valid FOSCs for 10X genomics analysis. Related to Figure 2.

| FOSC Lot | # Reads     | Mappability (%) | # Valid Cells | # Genes per cell | # UMI per cell |
|----------|-------------|-----------------|---------------|------------------|----------------|
| Lot 26   | 389,976,563 | 76.4            | 9,668         | 3,626            | 11,581         |
| Lot 29   | 229,173,801 | 77.4            | 8,548         | 3,102            | 9,322          |
| Lot 30   | 417,755,755 | 77.8            | 10,692        | 3,686            | 12,053         |

**Table S3:** Percentage and number of Cell types identified in each FOSC Lot. Related to Figure 2.

|                    | Lot 26 (%) | Lot 26 (number) | Lot 29 (%) | Lot 29 (number) | Lot 30 (%) | Lot 30 (number) |
|--------------------|------------|-----------------|------------|-----------------|------------|-----------------|
| Pre-granulosa      | 46.74%     | 4519            | 41.51%     | 3548            | 48.77%     | 5215            |
| Epithelial         | 17.09%     | 1652            | 23.98%     | 2050            | 22.40%     | 2395            |
| Stromal fibroblast | 25.19%     | 2435            | 25.61%     | 2189            | 23.92%     | 2558            |
| Germ               | 7.40%      | 715             | 3.90%      | 333             | 3.41%      | 365             |
| Endothelial        | 1.77%      | 171             | 1.01%      | 86              | 0.80%      | 86              |
| Macrophage         | 0.72%      | 70              | 0.27%      | 23              | 0.41%      | 44              |
| RBC                | 0.18%      | 17              | 0.40%      | 34              | 0.12%      | 13              |
| Sertoli Cells      | 0.92%      | 89              | 3.33%      | 285             | 0.15%      | 16              |

**Table S4:** Total number of CFP-negative oocytes at D21+2 from rOvaries generated with different FOSC Lots. Related to Figure 4.

| rOvary | Lot 26 | Lot 29 | Lot 30 | Lot 37 | Lot 38 | Lot 43 | Lot 46 | Lot 47 | Lot 48 |
|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|
| 1      | 9      | 5      | 3      | 11     | 26     | 17     | 11     | 4      | 10     |
| 2      | 10     | 12     | 9      | 18     | 19     | 6      | 7      | 1      | 9      |
| 3      | 4      | 13     | 0      | 9      | 26     | 8      | 9      | 1      | 12     |
| 4      | 10     |        | 8      | 18     |        | 5      | 19     | 2      |        |
| 5      | 8      |        | 10     | 14     |        |        | 14     | 2      |        |
| 6      | 1      |        | 13     |        |        |        | 16     | 6      |        |
| 7      | 5      |        |        |        |        |        | 7      |        |        |
| 8      | 8      |        |        |        |        |        | 10     |        |        |
| 9      | 24     |        |        |        |        |        | 5      |        |        |
| 10     | 12     |        |        |        |        |        | 1      |        |        |
| 11     | 16     |        |        |        |        |        |        |        |        |

**Table S5.** List of antibodies used in this study.

| Target antigens         | Antibodies                          | Dilutions | Application | Suppliers          | Catalog#    | RRID       |
|-------------------------|-------------------------------------|-----------|-------------|--------------------|-------------|------------|
| FOXL2                   | Goat polyclonal anti-FOXL2          | 1:100     | IF          | Novus Biologicals  | NB100-1277  | AB_2106188 |
| KRT19                   | Rabbit polyclonal anti-KRT19        | 1:200     | IF          | Proteintech        | 10712-1-AP  | AB_2133325 |
| LAMININ                 | Rabbit polyclonal anti-LAMININ      | 1:200     | IF          | Abcam              | ab11575     | AB_298179  |
| NR2F2 (COUP-TF II)      | Mouse monoclonal anti-NR2F2         | 1:200     | IF          | R&D Systems        | PP-H7147-00 | AB_2155627 |
| 3 $\beta$ HSD           | Mouse monoclonal anti-3 $\beta$ HSD | 1:200     | IF          | Cosmo bio          | KO607       | AB_2722746 |
| TFAP2C (AP-2 $\gamma$ ) | Mouse monoclonal anti-AP-2 $\gamma$ | 1:200     | IF          | Santa Cruz Biotech | sc-12762    | AB_667770  |
| VASA (DDX4/MVH)         | Rabbit polyclonal anti-DDX4/MVH     | 1:100     | IF          | Abcam              | ab13840     | AB_443012  |

|                           |                                         |                 |      |                         |             |            |
|---------------------------|-----------------------------------------|-----------------|------|-------------------------|-------------|------------|
| VASA (DDX4)               | Goat polyclonal anti-hVASA              | 1:100           | IF   | R&D                     | AF2030      | AB_2277369 |
| CFP                       | Chicken polyclonal anti-GFP             | 1:200           | IF   | Abcam                   | ab13970     | AB_300798  |
| Chicken IgY               | FITC-conjugated Donkey anti chicken IgY | 1:400           | IF   | Abcam                   | ab63507     | AB_1139472 |
| Mouse IgG                 | AF488-conjugated donkey-anti-mouse      | 1:200;<br>1:400 | IF   | Jackson ImmunoRese arch | 715-546-150 | AB_2340849 |
| Mouse IgG                 | AF647-conjugated donkey-anti-mouse      | 1:200           | IF   | Jackson ImmunoRese arch | 715-605-151 | AB_2340863 |
| Goat IgG                  | AF594-conjugated donkey-anti-goat       | 1:200           | IF   | Jackson ImmunoRese arch | 705-586-147 | AB_2340434 |
| Rabbit IgG                | AF488-conjugated donkey-anti-rabbit     | 1:200;<br>1:400 | IF   | Jackson ImmunoRese arch | 711-545-152 | AB_2313584 |
| SSEA-1(CD15) human, mouse | Anti-SSEA-1(CD15) MicroBeads            | 1:8             | MACS | Miltenyibiotec          | 130-094-530 | AB_2814656 |
| CD31 mouse                | Anti-CD31 MicroBeads                    | 1:8             | MACS | Miltenyibiotec          | 130-097-418 | AB_2814657 |
| SSEA-1 human, mouse       | PE-conjugated Anti-SSEA-1               | 1:50            | FACS | Miltenyibiotec          | 130-117-689 | AB_2728020 |

# Supplementary material for: Reconstituted ovaries self-assemble without an ovarian surface epithelium
**Source:** Stem Cell Reports. 2023 Oct 26;18(11):2190–202. doi: 10.1016/j.stemcr.2023.10.001
**Supplement:** Document S2. Article plus supplemental information

## Reconstituted ovaries self-assemble without an ovarian surface epithelium

Enrique Sosa,<sup>1,2,3,4</sup> Sinthia Kabir Mumu,<sup>1,2,3,4</sup> Christian C. Alvarado,<sup>1,2,3,4</sup> Qiu Ya Wu,<sup>1,2,3,4</sup> Isaias Roberson,<sup>1,2,3,4</sup> Alejandro Espinoza,<sup>1,5</sup> Fei-man Hsu,<sup>1,2</sup> Kaori Saito,<sup>1</sup> Timothy J. Hunt,<sup>1</sup> Jared E. Faith,<sup>1</sup> Matthew G. Lowe,<sup>1,2,3</sup> Jonathan A. DiRusso,<sup>1,2,3,4</sup> and Amander T. Clark<sup>1,2,3,4,\*</sup>

<https://doi.org/10.1016/j.stemcr.2023.10.001>

## SUMMARY

Three-dimensional (3D) stem cell models of the ovary have the potential to benefit women's reproductive health research. One such model, the reconstituted ovary (rOvary) self-assembles with pluripotent stem cell-derived germ cells creating a 3D ovarian mimic competent to support the differentiation of functional oocytes inside follicles. In this study, we evaluated the cellular composition of the rOvary revealing the capacity to generate multiple follicles surrounded by NR2F2+ stroma cells. However, the rOvary does not develop a surface epithelium, the source of second-wave pre-granulosa cells, or steroidogenic theca. Therefore, the rOvary models represent the self-assembly of activated follicles in a pre-pubertal ovary poised but not yet competent for hormone production.

## INTRODUCTION

The ability to generate three-dimensional (3D) mammalian models of organogenesis in the lab have transformed biomedical research due to their capacity to achieve sufficient cellular complexity to represent key aspects of *in vivo* tissue morphogenesis outside the body. Most 3D cell and tissue models of the ovary have focused on the growth and maturation of postnatal or adult ovarian follicles, the functional units of the ovary (Cortvrindt et al., 1996; Laronda et al., 2017; Pangas et al., 2003; Xiao et al., 2017). In contrast, the reconstituted ovary (rOvary), generated through self-assembly of pluripotent stem cell (PSC)-derived germ cells with a single-cell suspension of embryonic ovarian somatic cells represents a complete model of ovarian organogenesis, including the *in vitro* specification of germline cells through to the self-assembly of ovarian follicles competent for *in vitro* fertilization (Hikabe et al., 2016). Given this accessibility, the rOvary technology holds exceptional promise as a screening platform to discover, test, and advance therapeutics that improve family planning and reproductive health. Therefore, it is imperative that the biology of the rOvary be well characterized.

The mammalian ovary derives from two distinct embryological sources. The germline, which originates from embryonic progenitors called primordial germ cells (PGCs) and the ovarian somatic support cells, which originate from bilateral genital ridges. In the mouse embryo, PGCs are specified between E6.25 and E7.5 from the posterior epiblast (Saitou et al., 2002). Specified PGCs initially settle in an extraembryonic structure called the allantois before migrating into the developing embryo toward the genital ridges (Ginsburg

et al., 1990). Genital ridges develop from a single layer of GATA4+ coelomic epithelium on the ventro-medial surface of each mesonephros between E9.5 and E10.5 (Brennan and Capel, 2004; Hu et al., 2013). Once PGCs enter the genital ridges at around E10.5, they initiate expression of the PGC determination gene *Dazl* (Nicholls et al., 2019) and proliferate as germline cysts (Pepling and Spradling, 1998). The formation of germline cysts occurs within developing epithelial niches called ovigerous cords (Merchant, 1975), which originate from the GATA4+ ovarian epithelium. Specification of FOXL2+ pre-granulosa cells within the ovigerous cords is initiated from E11.5 (Mork et al., 2012; Schmidt et al., 2004; Wilhelm et al., 2009). Between E12.5 and E14.5 the germline cyst cells respond to retinoic acid and the germ cells enter prophase I of meiosis I, arresting at this stage until birth (Bowles et al., 2006).

At birth the ovigerous cords, consisting of pre-granulosa cells and meiotic oocytes, breaks down, leading to the formation of ovarian follicles (Pepling and Spradling, 2001). Each follicle is composed of a single germinal vesicle (GV) oocyte surrounded by a layer of FOXL2+ granulosa cells (Schmidt et al., 2004). Some ovarian follicles immediately activate, entering folliculogenesis (Mork et al., 2012) recruiting theca cells from the stroma (Barsoum and Yao, 2011). These are called first-wave follicles (Hirshfield, 1992). However, most follicles remain dormant creating the ovarian reserve. Analysis of rOvaries indicates a failure to establish dormant follicles (Shimamoto et al., 2019). Therefore, it can be hypothesized that the rOvary model represents the prepubescent first-wave of activated folliculogenesis.

Generation of rOvaries involves differentiating PGC-like cells (PGCLCs) from PSCs and combining them with either

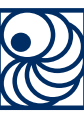

germ-cell depleted fetal ovarian somatic cells (FOSCs) isolated from E12.5 embryonic ovaries (Hayashi et al., 2012; Hikabe et al., 2016), or *in vitro* differentiated FOS-like cells (FOSLCs) (Yoshino et al., 2021). The rOvary technology is exciting as it allows for reconstitution of the entire germline differentiation pathway including follicle formation entirely *in vitro*. Remarkably, the oocytes generated in this model are competent for *in vitro* maturation, fertilization and ultimately the birth of fertile offspring (Hikabe et al., 2016; Yoshino et al., 2021). However, to understand the potential biomedical uses of rOvaries in research, a thorough understanding of *in vitro* and *in vivo* ovarian morphogenesis is required.

In this study, we used the FOSC model for generating rOvaries to examine the cellular components before and after self-assembly of follicles. We focused on evaluating the ovarian surface epithelium, which generates the second wave-pre-granulosa cells (Mork et al., 2012), the stroma (Rastetter et al., 2014) and the theca cells (Newman Hirshfield, 1991). Here, we show that the ovarian surface epithelium is not present at the conclusion of rOvary formation, and although NR2F2+ stromal fibroblasts are located between the activated follicles, there is no recruitment of steroidogenic theca. Collectively this work suggests the rOvary represents a model for prepubescent ovary development and the premature activation of follicles.

## RESULTS

### Characterization of somatic and germ cells differentiated from iPSCs

Using a Blimp1-membrane bound Venus (BV), Stella-ECFP (SC) mouse induced PSC (iPSC) reporter line (Hikabe et al., 2016), we established a bank of karyotypically normal BVSC iPSCs for use in this project (Figure S1A). For each experiment, we thaw a single vial of iPSCs, passage once, and culture for 3 days before conversion into epiblast-like cells (EpiLCs) (Figures 1A and 1B). EpiLCs are harvested on day 2 of culture and plated as single cells in ultralow adhesion plates for 6 days with cytokines to promote 3D assembly with PGCLC and somatic cell differentiation (Figure 1B). To identify the major cell types on day 6 of differentiation as 3D assemblies, we performed single-cell RNA sequencing (scRNA-seq) using 10X Genomics from four independent differentiation experiments (Figure S1B; Table S1).

Using 10X Genomics at day 6 of differentiation, 5 major cell types in 10 clusters were consistently identified in each experiment (Figure S1B). This includes a major population of Tbx4+/Hand1+ mesoderm, a minor population of Kdr+/Tal1+ mesoderm, a putative Tfp2c+/Hand1+ trophoblast/amnion population and two populations with a pluripo-

tency signature of Oct4, Nanog, and Sox2 (Figures 1C and 1D). The most abundant mesoderm population expresses Tbx4, a transcription factor of the posterior allantoic mesoderm and vascular portions of the placenta (Inman and Downs, 2007). Suggesting that formation of the somatic niche co-differentiating with PGCLCs is similar to the mesoderm where PGCLCs initially locate after specification *in vivo*.

Analysis of the two clusters with pluripotency signatures reveals that one co-expresses the PGC specification signature of Dppa3, Tfp2c, Prdm1, and Prdm14 (cluster 7, Figure 1D). We refer to this population as PGCLCs. In contrast, the other cluster (cluster 9) has limited expression of PGC signature genes (Figure 1D). We refer to cluster 9 as stem-like cells. In the PGCLC cluster (cluster 7), we also reliably detect transcription of a determination signature (Dazl and Ddx4), with no expression meiotic or oocyte genes including Stra8, Zglp1, and Spo11 or Figla (Figure 2D). This result indicates that differentiation of germline *in vitro* occurs in a mesodermal niche, with evidence that some PGCLCs initiate PGC determination and therefore would correspond to E9.5–E10.5 PGCs (Figure 1D).

To confirm that STELLA (also called DPPA3) protein is transcribed from the Dppa3 locus and is expressed by SC+ cells, we performed immunofluorescence (IF) at day 6 using cryosections that retain fluorescence activity of the reporters. This result reveals that STELLA protein is restricted to clusters of SC+ cells that also express BV (Figure 1E). We also identified some single BV+ cells that are negative for both STELLA and the SC transgene. Single BV+ cells have been reported previously in PGCLC differentiation experiments, and correspond to precursor PGCLCs that are yet to express STELLA protein (Hayashi et al., 2011). In summary, combining the results of 10X Genomics scRNA-seq with IF indicates that Dppa3/STELLA+ cells overlap, and these are enriched within the BV+ population.

### scRNA-seq transcriptomic profiling of thawed FOSCs

For manufacturing of rOvaries, a reliable and consistent supply of FOSCs is required. The published technique for creating FOSCs involves collecting ovaries still connected to the mesonephros from the embryos of ten E12.5 time-mated pregnant females (Hayashi et al., 2012, 2017). Following removal of the mesonephros, and pooling and digestion of the ovaries with trypsin, a single-cell suspension of embryonic ovaries is created allowing for endogenous E12.5 PGCs to be depleted (but not eliminated) using magnetic-activated cell sorting (MACS) (Figure 2A). For off-the-shelf manufacturing of rOvaries, it is desirable to have a frozen stock (lot) of FOSCs made from the 10 time-mated pregnant females (Hayashi et al., 2017).

To identify the major embryonic ovarian cell populations in the FOSC lots after thaw, we performed 10X

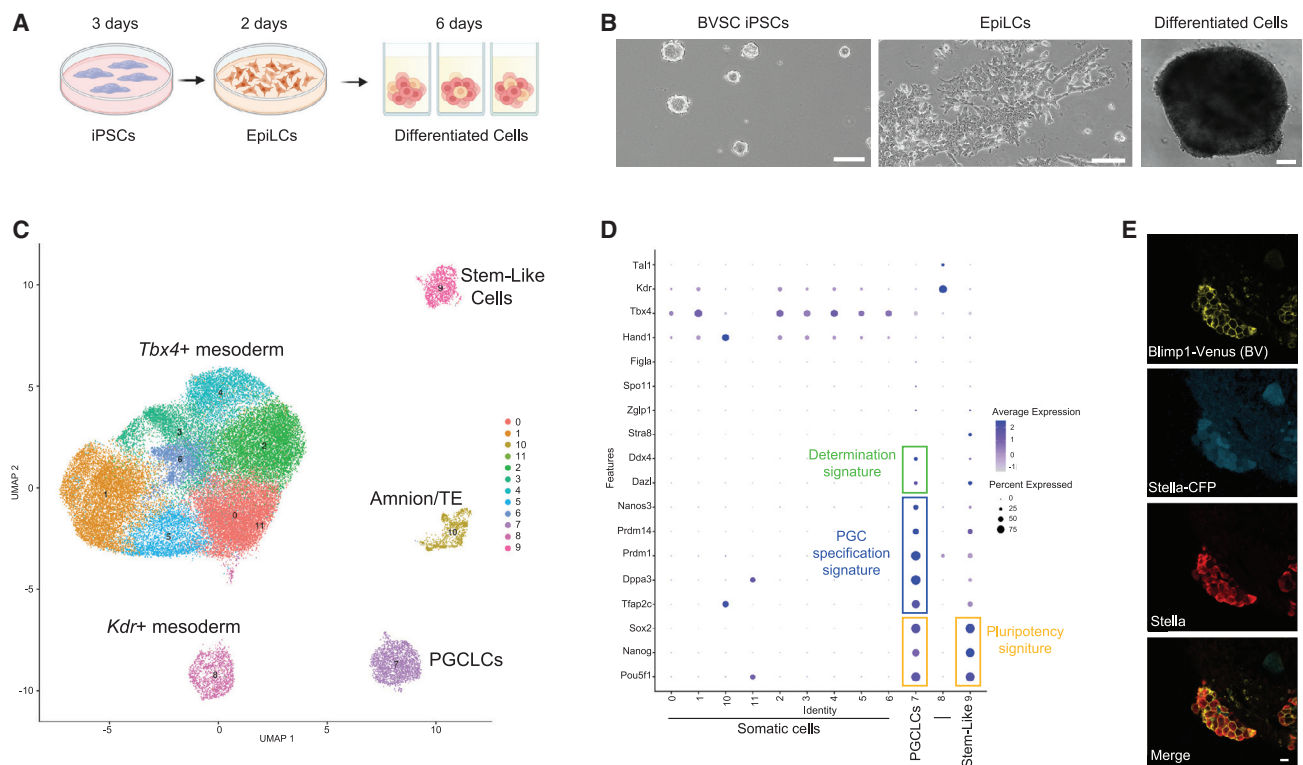

**Figure 1. PGCLCs are induced with mesoderm during *in vitro* differentiation**

(A) Schematic showing steps of PGCLC and somatic cell differentiation *in vitro*. Created with [biorender.com](https://biorender.com).

(B) Representative phase contrast image of iPSCs, epiblast-like cells (EpiLCs), and a 3D assembly of day 6 differentiated cells. Scale bar, 100  $\mu$ m.

(C) UMAP of cell types at day 6 of differentiation reveals five major populations corresponding to 10 clusters. Cluster 7 corresponds to PGCLCs based on the signature in (D). TE, trophoblast. A total of 45,192 validated cells were analyzed in this experiment ( $n = 4$  independent differentiation experiments).

(D) Gene expression signatures in the 10 clusters shows the majority of somatic cells express the gene *Tbx4*.

(E) Immunofluorescence (IF) of frozen sections to evaluate STELLA protein. Venus (BV; yellow) and cyan fluorescent protein (SC; blue) cells correspond to BVSC PGCLCs. The BV transgene corresponds to a membrane-bound fluorescent protein. Notably BVSC PGCLCs are identified in clusters at day 6. Scale bar, 10  $\mu$ m. See also [Figure S1](#) and [Table S1](#).

Genomics on three randomly selected lots ([Figure 2B](#); [Table S2](#)). A small population of contaminating Sertoli cells was identified in all lots (0.1%–3.3%) ([Figure 2C](#), cluster 10; [Table S3](#)) which were not analyzed further. Analysis of the embryonic ovarian cells in each lot revealed a similar identity following freeze-thaw ([Figures 2C](#) and [2D](#)). The major ovarian cell types in the thawed FOSCs include *Wnt4*/*Foxl2*+ pre-granulosa cells, *Upk3B*/*Krt19*/*Nr2f2* epithelial cells, and *Nr2f2*/*Tcf21*+ stromal fibroblasts cells ([Figure 2D](#)). A small population of *Ddx4*/*Dazl*+ PGCs can still be identified corresponding to 7.40%, 3.90%, and 3.41% in lot 26, lot 29, and lot 30, respectively, as well as minor populations of endothelial cells, macrophages, and red blood cells ([Figure 2D](#); [Table S3](#)). Cell viability before and after MACS to create the FOSCs was >90% ([Figure 3A](#)). To confirm identity of MACS-escaped germ cells, we thawed three additional lots of FOSCs and performed flow cytometry

for SSEA1 ([Figure 3B](#)). This result demonstrates that SSEA1+ MACS-escaped germ cells correspond to 5.13%, 2.88%, and 1.70% in lot 43, lot 47, and lot 58, respectively, in range with the predicted estimates by 10X Genomics.

Analysis of protein expression in aggregates of FOSCs via IF reveals randomly distributed VASA+ MACS-escaped germ cells interspersed near FOXL2+ pre-granulosa cells ([Figure 3C](#)). NR2F2+ stroma and KRT19 epithelial cells are also randomly organized at this stage, and laminin protein can be detected in the extracellular spaces between the cells ([Figure 3C](#)). Postnatal day 14 ovaries were used as a positive control for IF staining ([Figure 3C](#)). This result indicates that the production of frozen FOSCs is a viable strategy for creating a consistent off-the-shelf supply of cells for generating ovaries. In addition, the presence of a laminin matrix at day 2 suggests frozen FOSCs are competent to initiate ECM deposition.

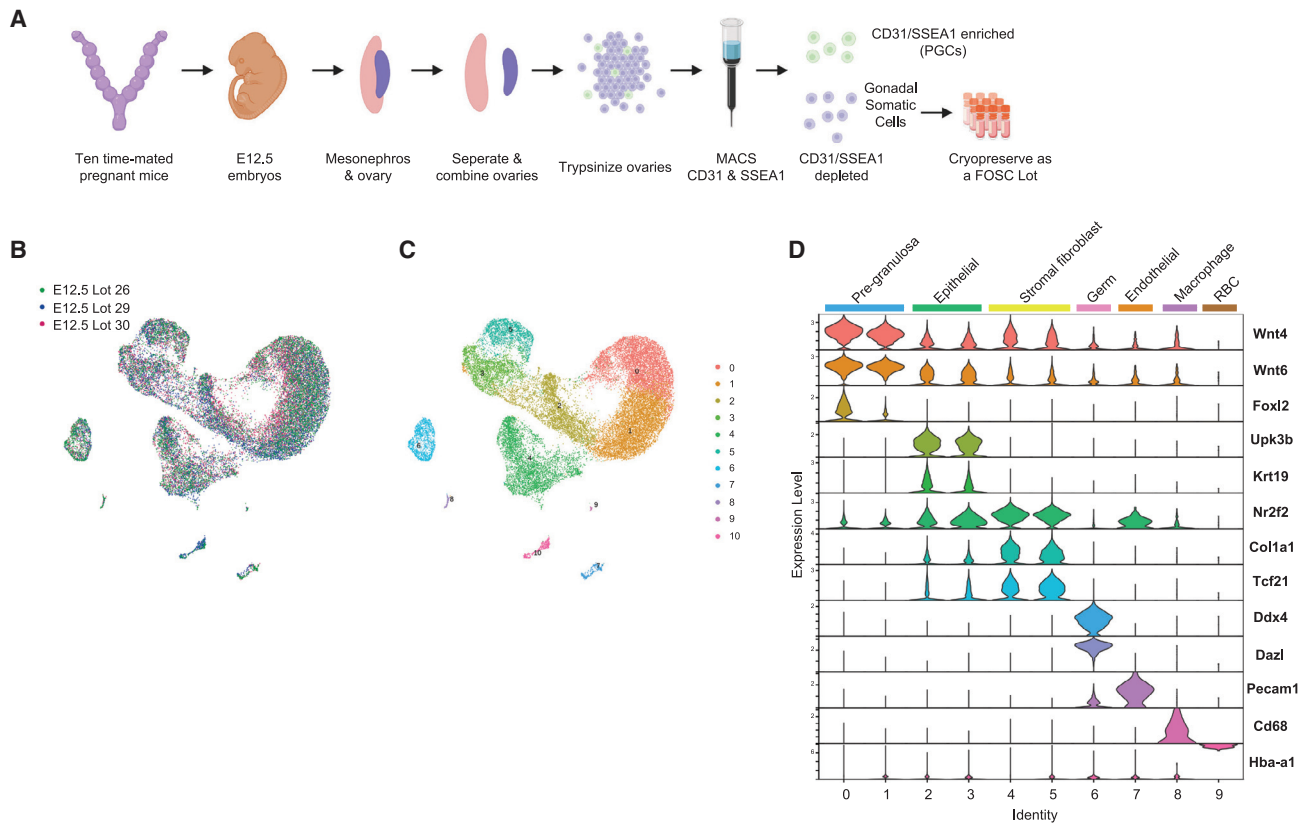

**Figure 2. FOSCs are enriched in pre-granulosa cells, stromal fibroblasts, and epithelial cells**

(A) Model for generating E12.5 FOSCs. A lot is generated by pooling a single-cell suspension of E12.5 ovaries isolated from the embryos of 10 time-mated pregnant CD1 mice. Germ cells are depleted from the single-cell suspension of ovaries using magnetic-activated cell sorting (MACS) prior to cryopreservation as a lot. Created with [biorender.com](https://www.biorender.com).

(B) UMAP display of scRNA-seq 10X Genomics data from FOSCs immediately upon thaw of a cryopreserved lot revealing that lots consist of cells with similar identities ( $n = 3$  independent lots for a total of 28,908 validated cells were analyzed). Cluster 10 corresponds to Sertoli cells and these were removed before characterization of ovarian cell types in (D).

(C) Data from (B) revealing the identity of 10 ovarian clusters (0–9).

(D) Violin plots of clusters 0–9 from (B) revealing that the FOSCs are composed mostly of pre-granulosa cells, epithelial cells, and stromal cells. The germ cells that escaped MACS are also detectable by DDX4. See also [Tables S2](#) and [S3](#).

### Consistent manufacturing of rOvaries from frozen FOSCs

To generate rOvaries by *in vitro* differentiation (IVDi), we generated PGCLCs according to [Figure 1](#), aggregated the PGCLCs with thawed vials of FOSCs in low-adhesion plates, and transferred the aggregates to the air-liquid interface for 21 days of IVDi to manufacture rOvaries ([Hikabe et al., 2016](#)) ([Figure 4A](#)). Differentiation of iPSCs to create PGCLCs at day 6 reveals a fluorescence signal corresponding to BV (representing mVenus protein expressed from *Blimp1* regulatory elements) overlapping with SC (representing CFP protein expressed from the *Stella* regulatory elements), particularly at the edges of each aggregate ([Figure 4B](#)), consistent with the location of PGCLCs identified using cryosections and IF ([Figure 1E](#)).

FACS at day 6 reveals a BVSC double-positive PGCLC population ([Figure 4C](#), box), and some single-positive BV cells ([Figure 4C](#)). Combining BVSC double-positive PGCLCs with thawed lots of FOSCs results in aggregates where TFAP2C<sup>+</sup> PGCLCs can be identified dispersed randomly throughout the aggregate relative to FOXL2<sup>+</sup> pre-granulosa cells ([Figure S2A](#)). We also observe bright DDX4<sup>+</sup> MACS-escaped germ cells that do not express TFAP2C, consistent with the older developmental age of the endogenous PGCs compared with PGCLCs ([Figure S2A](#)).

Following 2 days (+2) as aggregates in 96-well plates, the aggregates are transferred to collagen membranes for 21 days of IVDi ([Figure 4A](#)). One day after transfer, SC<sup>+</sup> PGCLCs can be identified, and are distributed throughout

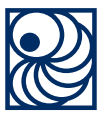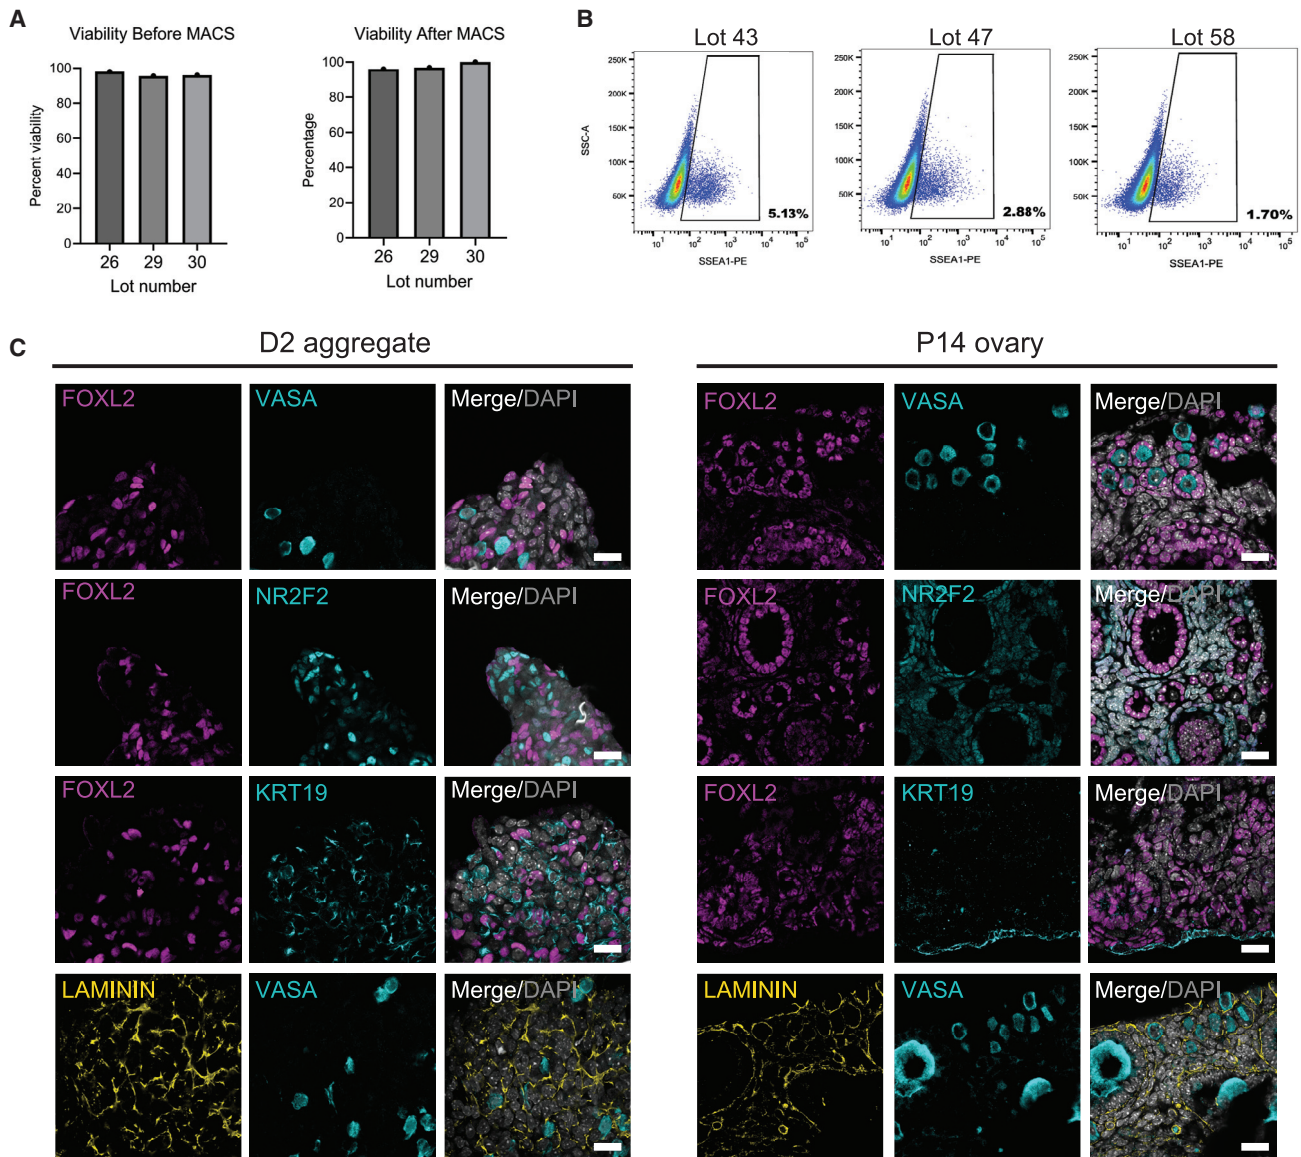

**Figure 3. Thawed FOSCs are disorganized 2 days after aggregation**

(A) Percent viability of the single-cell suspension of E12.5 ovarian cells before and after MACS prior to cryopreservation. (B) Percentage of SSEA1-PE+ MACS-escaped germ cells following thaw of three different lots of FOSCs. SSC-A, side scatter; PE, phycoerythrin. (C) IF of FOSCs aggregated for 2 days to evaluate major cell types in the aggregates (left). Postnatal day 14 (P14) ovary used as a positive control (right). Antibodies include FOXL2 (pre-granulosa/granulosa cell marker, pink), NR2F2 (ovarian stromal marker, blue), KRT19 (epithelial marker, blue), laminin (ECM, yellow), VASA (germ cell, blue). Scale bar, 20  $\mu$ m.

the putative rOvary. By day 8, SC expression is reduced, and round balls of SC+ presumptive oocytes are starting to emerge. We hypothesize that the reduction in SC+ signal between days 1 and 8 may be due to fetal oocyte attrition and/or reduced levels of SC transgene as the germline enters meiosis (Ohinata et al., 2008). From days 15 to 21, individual SC+ oocytes can be distinguished within the

rOvary (Figure 4D). To better understand how variability in FOSC lots might impact oocyte formation, we counted the number of SC+ oocytes in each rOvary and discovered no significant difference in the number of SC+ oocytes when comparing different lots (Figure 4E). We also did not observe any difference in the average size of SC+ oocytes (Figure 4F). We repeated this experiment with

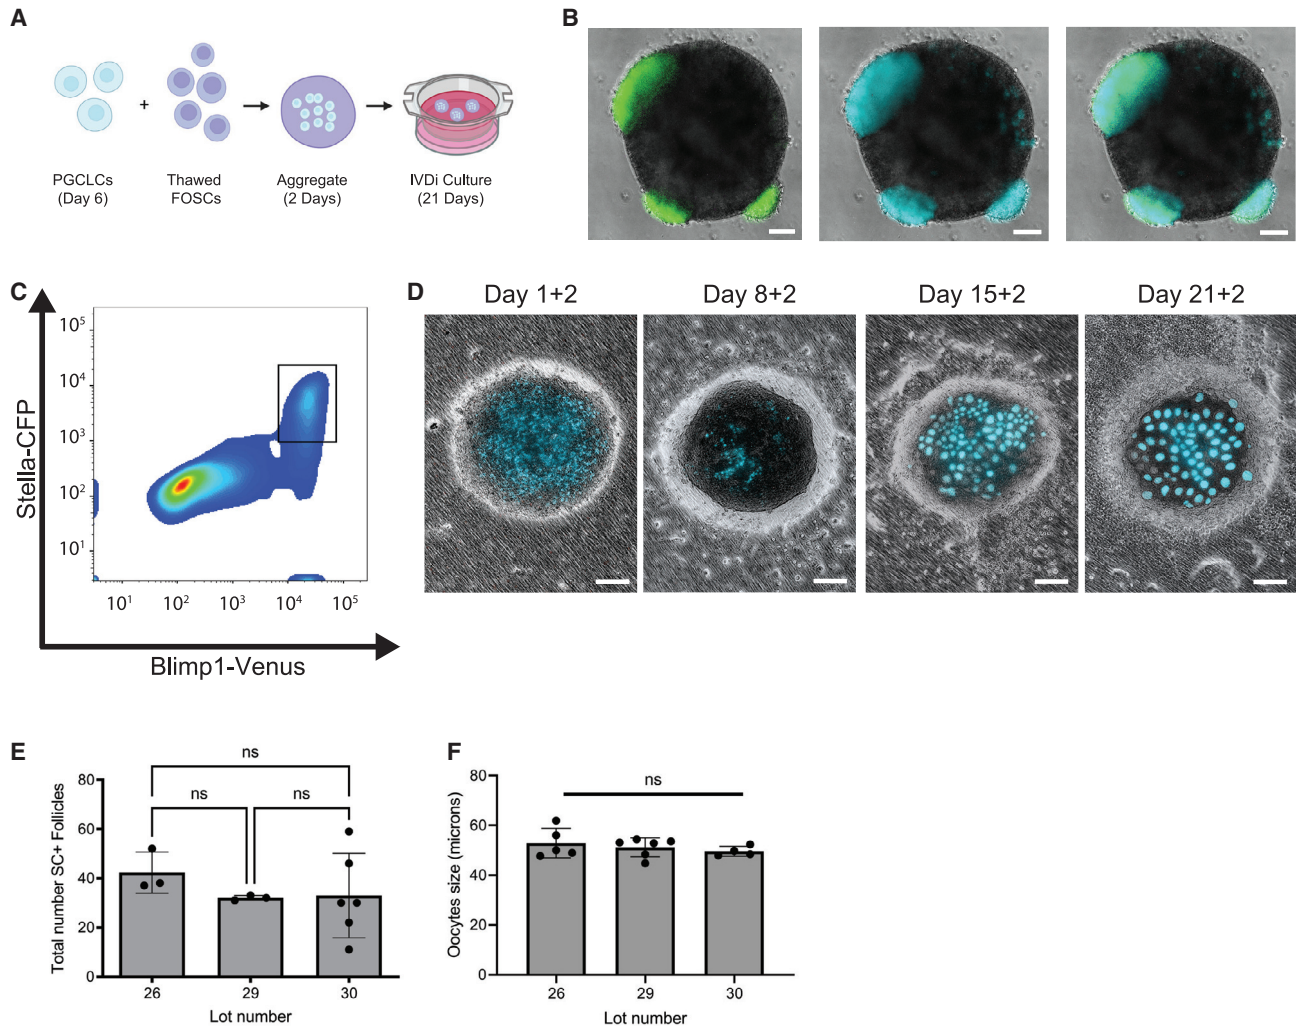

**Figure 4. Organization of FOSCs and PGCLCs into follicles containing oocytes**

(A) Model for generating rOvaries with PGCLCs and FOSCs. The first step involves 2 days of aggregation followed by 21 days of IVDi culture (23 days total). IVDi, *in vitro* differentiation. Created with [biorender.com](#).

(B) Day 6 differentiated cells show BVSC+ PGCLCs at the edges of the 3D assemblies. Scale bar, 100  $\mu$ m.

(C) FACS at day 6 for BV and SC. Box shows the double-positive BVSC PGCLCs.

(D) Representative phase contrast images overlaid with SC showing rOvaries at indicated days of IVDi. The annotation +2 refers to the 2 days of aggregate culture prior to transfer to the collagen membranes. Scale bar, 200  $\mu$ m.

(E) Total number of SC+ oocytes at day 21 of IVDi from three different FOSC lots. Each dot represents the number of SC+ oocytes in a single rOvary. A minimum of n = 3 rOvaries were analyzed for this experiment. Data are shown as mean and standard error of the mean (SEM). Statistical analysis involved an ordinary one-way ANOVA followed by Tukey's multiple comparison test. Significance was accepted if p < 0.05.

(F) Oocyte size was measured at day 21. Each dot represents the average oocyte size in a single rOvary. Data are shown as mean and SEM. Statistical analysis involved an ordinary one-way ANOVA followed by Tukey's multiple comparison test. Significance was accepted if p < 0.05. See [Figure S2](#).

additional frozen lots of FOSCs, and found a consistent and reproducible number and size of SC+ oocytes in our experiments ([Figure S2B](#)). IF for Stella at D21 shows that SC+ oocytes are positive for endogenous STELLA, indicating recapitulation of *in vitro* oogenesis from BVSC+ PGCLCs ([Figure](#)

[S2C](#)). The average SC+ oocyte size is ~50  $\mu$ m, and this is consistent with oocyte size during the first wave of activated follicles between postnatal days 12 (P12) and P17 ([Chen et al., 2022](#)). In addition to SC+ oocytes, SC- oocytes were also identified at D21 + 2, with the total number of

MACS-escaped (SC-) oocytes in each rOvary from each lot shown in [Table S4](#).

### Cellular assembly of rOvaries

Manipulation of rOvaries at the conclusion of IVDi has largely focused on breaking the rOvary into individual follicle units for *in vitro* growth, maturation, and fertilization ([Hikabe et al., 2016](#)). Given the potential utility of rOvary technology to study ovarian development, we examined the structure of the rOvary at day 21 of IVDi by embedding the rOvaries still attached to the collagen membrane in paraffin, and sectioning the rOvaries perpendicular to the membrane to visualize rOvary thickness ([Figure S3A](#)). This result shows that rOvaries are relatively flat disc-like structures about the width of a single follicle ([Figure S3B](#)). Using IF, we evaluated the major cell types of the D21 rOvary at the end of IVDi ([Figures 5A–5E](#)). Using a P14 ovary as a control ([Figures 5F–5J](#)), our data reveal that the follicles of rOvaries are composed of one to two layers of FOXL2+ pre-granulosa cells that surround a single DDX4+ oocyte ([Figure 5A](#)). Using NR2F2 to identify ovarian stromal fibroblasts, we stained FOXL2 together with NR2F2, and found that NR2F2+ cells are located between the follicles ([Figures 5B and 5G](#)), with some NR2F2+ cells found to co-express FOXL2. Using 3 $\beta$ HSD to mark steroidogenic theca recruitment from the stroma, we show that rOvaries do not have evidence of 3 $\beta$ HSD activity at the end of IVDi ([Figure 5C](#)), whereas the multi-layer follicles of P14 ovaries do ([Figure 5H](#)). Using laminin, we show a delicate basement membrane separates follicles from the stroma in the rOvaries ([Figure 5D](#)) and P14 ovaries ([Figure 5I](#)). The surface of the rOvaries did not have a distinct basal lamina, suggesting that this model may lack a surface epithelium. To confirm this, we stained the rOvaries ([Figure 5E](#)), and P14 ovaries ([Figure 5J](#)) with KRT19. The results clearly show a KRT19 ovarian surface epithelium on the ovary at P14, whereas only rare KRT19+ cells are identified in rOvaries, and these do not form a surface epithelium.

## DISCUSSION

Here, we show that the rOvary technology is a reliable and reproducible approach to support the differentiation of PGCLCs into oocytes. In our hands, the average number of follicles generated in the rOvary model corresponds to 48 follicles containing SC+ oocytes, and 10 follicles containing SC- oocytes per rOvary. Based on oocyte size, the follicles containing SC+ oocytes generated at the conclusion of IVDi (23 days after assembly with FOSCs) correspond to activated follicles equivalent to those found in immature pre-pubertal postnatal ovaries. The lack of 3 $\beta$ HSD indicates that the activated follicles have not yet

initiated recruitment of NR2F2+ stromal cells to become steroidogenic theca. Furthermore, the lack of KRT19 on the surface of rOvaries indicates that this model does not assemble an ovarian surface epithelium.

The presence of MACS-escaped germ cells in the FOSCs and MACS-escaped oocytes following IVDi has been reported previously ([Hayashi et al., 2017](#); [Hikabe et al., 2016](#)). Given that we begin the experiment with 5,000 PGCLCs and acquire 48 SC+ oocytes on average in each rOvary, we calculate the average survival and differentiation of PGCLCs into oocytes as 1%. Early and late oocyte attrition are poorly understood processes that lead to death of the majority of the germline pool ([Hunter, 2017](#)). Therefore, the rOvary model will likely to provide valuable insights into this process in future studies.

The ovarian surface epithelium is the source of pre-granulosa cells found in quiescent follicles of the adult ovary ([Mork et al., 2012](#); [Ng et al., 2014](#); [Niu and Spradling, 2020](#); [Rastetter et al., 2014](#)). The lack of ovarian surface epithelium (but presence of follicles) could be explained by the development ontogeny of granulosa cells, which involves two distinct waves. As GATA4+ cells of the coelomic epithelium proliferate to form the genital ridges, the underlying basement membrane breaks down, and the epithelial cells express transcription factors essential for bipotential genital ridge development including *Nr5a1* ([Luo et al., 1995](#); [Stévant et al., 2019](#)), *Lhx9* ([Birk et al., 2000](#)), and *Emx2* ([Kusaka et al., 2010](#)). Sex determination begins soon after E10.5 with expression of the *Sry* mouse sex-determining gene, leading to the epithelial cells adopting a testis fate ([Hacker et al., 1995](#)), or  $\beta$ -catenin signaling by *Rspo1* leading to an ovary fate ([Chassot et al., 2008](#); [Liu et al., 2009](#)). In the embryonic ovary, *Foxl2* expression is initiated in nascent pre-granulosa cells starting around the time of sex determination at E11.5 ([Mork et al., 2012](#); [Schmidt et al., 2004](#); [Wilhelm et al., 2009](#)), which is 24 h before FOSC extraction at E12.5.

FOXL2+ pre-granulosa cells at E12.5 are called first-wave pre-granulosa cells ([Mork et al., 2012](#)). The second-wave pre-granulosa cells are specified from *Lgr5*+ precursors originating in the ovarian surface epithelium ([Ng et al., 2014](#); [Rastetter et al., 2014](#)). These *Lgr5*+ second-wave precursors do not express FOXL2 protein until after birth ([Niu and Spradling, 2020](#)). Lineage tracing of *Foxl2*-expressing pre-granulosa cells at E12.5 and E14.5 reveals that FOXL2+ first-wave pre-granulosa cells between E12.5 and E14.5 contribute to ovarian follicles that undergo rapid and direct follicle activation ([Mork et al., 2012](#)). In contrast, the *Lgr5*-expressing pre-granulosa cells from the ovarian surface epithelium give rise to the future dormant ovarian cortical follicles from around E14.5 ([Niu and Spradling, 2020](#); [Rastetter et al., 2014](#)). Given that FOSCs used in rOvary formation are isolated from E12.5, it can be hypothesized that the

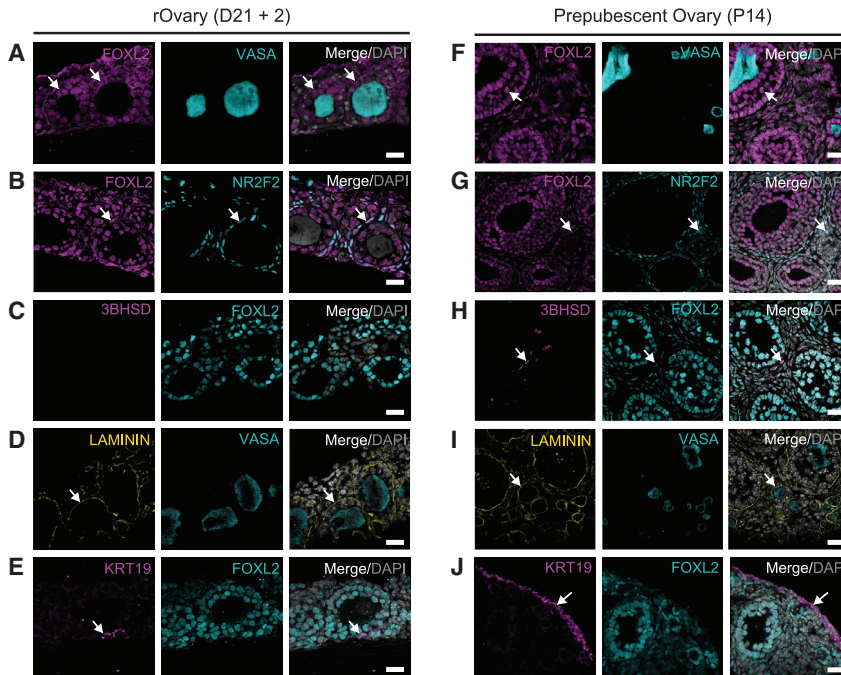

**Figure 5. rOvaries do not have an ovarian surface epithelium or steroidogenic theca**

(A) IF of rOvaries for FOXL2 (pre-granulosa/granulosa marker, pink) and VASA (germline, blue). Arrows point to follicles. All rOvary images (A–E) are at day 21 of IVDi. P14 (F–J) was used as a positive control. Scale bars, 20  $\mu$ m (A–J).

(B) IF for FOXL2 (pink) and NR2F2 (stroma marker, blue) in day 21 of rOvaries. Arrows point to FOXL2+ NR2F2+ stromal cells.

(C) IF of 3 $\beta$ HSD (theca marker, pink) and FOXL2 (blue) in day 21 of rOvaries (D) laminin (yellow) and VASA (blue) in day 21 rOvaries. Arrows point to basement membrane surrounding individual follicles.

(E) KRT19 (ovarian epithelial marker, pink) and FOXL2 (blue) in day 21 rOvaries. Arrows point to rare KRT+ cells in the rOvaries.

(F) IF of CD1 mouse ovaries at postnatal (P) day 14 FOXL2 (pre-granulosa/granulosa marker, pink) and VASA (germline, blue). All ovaries are from a P14 mouse. Arrow points to examples of follicles.

(G) FOXL2 (pink) and NR2F2 (stroma marker, blue) in P14 ovaries. Arrow points to FOXL2+ NR2F2+ cells in the stroma.

(H) 3 $\beta$ HSD (theca marker, pink) and FOXL2 (blue) in P14 rOvaries. Arrow points to steroidogenic theca cells.

(I) Laminin (yellow) and VASA (blue) in P14 rOvaries. Arrow points to basement membrane surrounding individual follicles.

(J) KRT19 (ovarian epithelial marker, pink) and FOXL2 (blue) in P14 rOvaries. Arrow points to the KRT+ surface epithelium of the postnatal ovary. See [Figure S3](#) and [Table S4](#).

resulting activated rOvaries originate from FOXL2+ first-wave pre-granulosa cells.

Not only does the presence of FOXL2+ pre-granulosa cells in day 2 aggregates support the hypothesis that the follicles of rOvaries originate from the first-wave pre-granulosa cells, so does the size of the GV-stage oocytes, which corresponds to the size of the first-wave oocytes in primary/early secondary follicles ([Chen et al., 2022](#)). Recent studies of FOXO3 in the rOvary model reveals that this protein localizes to the oocyte cytoplasm at day 11 of IVDi when follicles are first formed ([Hikabe et al., 2016](#); [Shimamoto et al., 2019](#)). This is critical as cytoplasmic FOXO3 is associated with follicle activation ([John et al., 2008](#)). It is possible that some follicles in the rOvaries may contain second-wave pre-granulosa cells given that rare *Lgr5*-expressing cells are detected in the embryonic ovary from E11.5 ([Mork et al., 2012](#); [Ng et al., 2014](#); [Niu and Spradling, 2020](#); [Rastetter et al., 2014](#)). However, further investigation of this is needed.

Although NR2F2+ ovarian stroma is detected between the follicles at day 21 of IVDi, there is no evidence of steroidogenic activity in these cells, which would be indicative of theca recruitment. In contrast, the P14 ovaries

exhibit 3 $\beta$ HSD expression in the stromal cells around the larger multi-layer follicles. The absence of steroidogenic theca cells in the ovaries at day 21 of IVDi is not surprising given that the follicles in the rOvary correspond to primary early secondary follicles, whereas theca recruitment begins in multi-layer pre-antral follicles downstream of GDF9 secretion from the growing oocyte ([Dong et al., 1996](#)). In the rOvaroid model where FOSLCs are generated from ESCs rather than isolated from embryos, Nr5a1-hCD271 (a theca marker) can be identified around activated follicles ([Yoshino et al., 2021](#)). However, it was not reported whether these theca cells are steroidogenic or not. Theca cells in the ovary originate from two sources, the WT1 cells from the ovary medulla and the Gli1+ mesenchymal cells that migrate in from the mesonephros ([Liu et al., 2015](#)). As part of FOSC generation, the mesonephros is removed, therefore, it is likely that the Gli1+ mesonephric theca progenitors are also removed. We speculate that this should not be a major issue as WT1 progenitors are the dominant source of theca in the adult ovary, and these cells are identified in the developing embryonic ovary as early as E11.5 ([Liu et al., 2015](#)), which is prior to FOSC extraction. Therefore, if steroidogenic theca cells can be produced with

additional rOvary culture, it is likely that these will originate from WT1 progenitors.

In summary, we have demonstrated that self-assembly of rOvaries mimics key aspects of ovarian biology including the generation of GV-stage oocytes with one to two layers of granulosa cells. At the conclusion of IVDi, the model is poised to enter the gonadotrophic-dependent phase and produce ovarian hormones, an activity that does not require surface epithelium. Hormone production by the rOvary will require the model to be competent to generate steroidogenic theca.

## EXPERIMENTAL PROCEDURES

### Resource availability

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The accession numbers for the sequencing data reported in this paper are GEO: GSE238263 and GEO: GSE239488. Any additional information will be available from the corresponding author upon request.

### Experimental model and subject details

#### Mouse iPSCs

The transgenic BV and SC mouse iPSC reporter lines (clone 4 FR C3) was published previously ([Hikabe et al., 2016](#)). The mouse iPSC line used for these studies was derived from tail tip fibroblasts of a 10-week-old adult female mouse. The female donor mouse was generated by crossing a 129X1/SvJ (chinchilla) female and C57BL/6 BVSC male.

#### Animals

FOSCs were prepared from embryos of CD1 pregnant mice (Charles River, strain code: 022).

### Method details

#### PSC culture

BVSC iPSCs were cultured in six-well tissue culture plates coated with 0.01% poly-L-ornithine solution (Sigma, catalog no. P4957-50ML) and laminin at 10 ng/mL (Sigma, catalog no. L2020). BVSC iPSCs were thawed in 2i+LIF medium (N2 supplement [Gibco, catalog no. 17502-048], B27 supplement [Gibco, catalog no. 12587-010], DMEM/F12 w/o HEPES [Gibco, catalog no. 11320-033], neurobasal medium (Gibco, catalog no. 11360-070), 0.5  $\mu$ M PD0325901 inhibitor (Stemgent, catalog no. 04-0006), 3  $\mu$ M CHIR99021 inhibitor (Reprocell, catalog no. 04-0004-10), 1 $\times$   $\beta$ -mercaptoethanol (Gibco, catalog no. 21985-023), penicillin-streptomycin-glutamine (Gibco, catalog no. 10378-016), and 10,000 U/mL ESGRO mouse LIF (Millipore, catalog no. ESG1107), and cultured for 3 days at

37°C, 5.0% CO<sub>2</sub>, with daily medium changes. On day 3, iPSCs were passaged using 0.05% trypsin-EDTA (Gibco, catalog no. 25300120) and re-plated at a concentration of  $5 \times 10^4$  cells/well onto new poly-L-ornithine- and laminin-coated plates containing 2i+LIF medium. iPSCs were cultured for another 3 days receiving daily medium changes before generating EpiLCs.

#### EpiLC induction

After 3 days of culture, BVSC iPSCs were dissociated into a single-cell suspension using 0.05% trypsin-EDTA (Gibco, catalog no. 25300120). EpiLCs were induced by plating  $1.0 \times 10^5$  cells/well of 12-well plates (Corning, catalog no. 3513) coated with 16.7  $\mu$ g/mL human plasma fibronectin (Invitrogen, catalog no. 33016-015), and cultured in EpiLC medium. EpiLC medium is composed of 1 $\times$  N2 supplement (Gibco, catalog no. 17502-048) diluted in DMEM/F12 w/o HEPES (Gibco, catalog no. 11320-033), 1 $\times$  B27 supplement (Gibco, catalog no. 12587-010) diluted in neurobasal medium (Gibco, catalog no. 11360-070) (N2B27). To the N2B27 medium the following supplements are added, 20 ng/mL Activin A (Peprotech, catalog no. AF-120-14E), 12 ng/mL HumanKine recombinant FGFbasic-TS protein (Peprotech, catalog no. HZ-1285), 1% KSR (Gibco, catalog no. 10828-028), 1 $\times$   $\beta$ -mercaptoethanol (Gibco, no. 21985-023), and 1 $\times$  penicillin-streptomycin-glutamine (Gibco, catalog no. 10378-016). The cells are cultured at 37°C, 5.0% CO<sub>2</sub> for 2 days to generate EpiLCs, with a fresh medium change on day 1. DMEM/F12 with HEPES has been reported to cause non-specific upregulation of the BV transgene ([Hayashi and Saitou 2013](#)). Therefore DMEM/F12 without HEPES is required ([Hayashi and Saitou, 2013](#)). Preparation of N2 stock in DMEM/F12 without HEPES solution must be made fresh prior to preparing N2B27 in neurobasal medium. N2B27 is required for the differentiation of EpiLCs from 2i+LIF-cultured PSCs ([Hayashi and Saitou, 2013](#)).

#### Primordial germ cell-like cell and somatic cell differentiation

After 2 days of EpiLC culture, cells were dissociated into a single-cell suspension using 0.05% trypsin. PGCLCs were induced in 3D by seeding  $2.0 \times 10^3$  cells into each well of a 96-well ultra-low attachment multiwell plate (Corning, catalog no. 7007) in GK15 medium (GMEM [Gibco, catalog no. 11710-035], 15% KSR [Gibco, catalog no. 10828-028], 1 $\times$  NEAA [Gibco, catalog no. 11140-050], 1 $\times$  sodium pyruvate [Gibco, catalog no. 11360-070], 1 $\times$   $\beta$ -mercaptoethanol [Gibco catalog no. 21985-023], and penicillin-streptomycin-glutamine [Gibco, catalog no. 10378-016]) with the addition of the following cytokines: 500 ng/mL mouse BMP-4 recombinant protein (R&D Systems, catalog no. 5020BP010/CF), 500 ng/mL recombinant mouse BMP-8a protein (R&D Systems, catalog no. 7540-BP-025), 50 ng/mL recombinant mouse EGF protein CF (R&D Systems, catalog no. 2028-EG-200), 100 ng/mL stem cell factor recombinant mouse (Peprotech, catalog no. 250-03), and 10,000 U/mL ESGRO mouse LIF (Millipore, catalog no. ESG1107). Differentiation ultra-low attachment multiwell plates was performed for a total of 6 days at 37°C, 5.0% without any medium changes.

#### Fluorescence-activated cell sorting

On day 6 of PGCLC differentiation, cells were collected and dissociated using 0.05% trypsin-EDTA (Gibco, catalog no. 25300120) for 10 min at 37°C. The cell suspension was washed with MEF medium (high-glucose DMEM [Invitrogen, catalog no. 11960-069], 10% FBS

[Invitrogen, catalog no. 26140-079], 1× penicillin-streptomycin-glutamine, and 1× Primocin (Invivogen, catalog no. ant-pm-2)] by centrifugation at 1.2 rpm for 5 min at room temperature. Cells were then resuspended in FACS buffer (1% BSA [Sigma, catalog no. A3311-100G] and 1× PBS) and transferred to a Falcon 12 × 75-mm tube with a cell strainer cap (Corning, catalog no. 352235). Compensation controls were prepared from mouse iPSCs (without transgenes), Oct4-GFP iPSC reporter line, and a CFP-expressing iPSC cell line, which were plated 24 h before sorting. The cell viability dye 7-AAD (BD Biosciences, catalog no. 559925) was added (1:60 concentration) to the 7-AAD control and the experimental sample 15 min before FACS. BVSC double-positive PGCLCs were sorted using a BD FACSARIA II cell sorter and collected in GK15 medium supplemented with 30 mg/mL retinoic acid.

#### *MACS-escaped germ cell quantification by flow cytometry*

How the deposited data were processed for this re-analysis (not part of the article)

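The samples are 3 cryopreserved lots of E12.5 fetal ovarian somatic cells (lots 26, 29 and 30), each made from the embryos of 10 pooled pregnant mice and profiled by 10X Genomics scRNA-seq on thaw. They belong to 1 condition, so no groups of lots were compared. The authors made the deposited UMI counts with UMI-tools, STAR and featureCounts on GRCm38, from uniquely mapped reads. The paper's text does not name the annotation release or the strand setting, so a gene that overlaps another can hold reads of both. The tables list 18738 genes, of which 17460 are in all 3 tables. Xist was not analysed here.

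The counts were used as deposited. The methods' filters kept 28971 of 29103 barcodes. Clustering was done with Seurat 5.3.0 in R 4.3.3, as described beside the results. Clusters were named from 11 marker lists, by the mean difference of a list's log2(CPM + 1) from its median over clusters. A name needed a score of at least 1, a lead of 0.25 over the next list that qualified, 3 raised markers (by 0.5 or more), and 2 of the markers in 60% of the cells. A cluster also stayed unnamed if at least 2 genes of another list, and more than of its own, were among its 10 leading genes, or if its cells had far fewer UMIs than the median of their lots and none of its own markers was among them. The first form of this rule asked for a lead of 0.5 over every other list and left a cluster unnamed wherever another list had more of its leading genes. It was replaced after its shares had been seen beside Table S3, and the change gave names to clusters 3 (stromal-like) and 9 (epithelial-like). Values under the first rule are given with the other alternatives.

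Shares are percent of a lot's kept cells with exact Clopper-Pearson 95% intervals, which cover counting error only, and means and SDs over 3 lots. Doublets were called per lot by Scrublet in scanpy 1.11.5 with an expected rate of 8%, and removed in an alternative. UMI counts were summed per class and lot where a class had at least 10 cells in every lot, leaving out Sertoli-like and unnamed cells, and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05), with DESeq2 1.42.0 as an alternative. On simulated data for the epithelial-like comparison, 200 genes were changed by known folds, and 198 of them were among the 13923 genes tested. The test recovered 163 of the 200 (81.5%), and 4.68% of its calls were false. The simulated sums were drawn independently, with no effect of the lot and no other difference between classes. These rates may therefore not hold for the real sums. The 7 sums of 1 lot come from 1 pool of cells and are paired by construction. Their deviations from the class means correlated with a median r of 0.154 over 63 pairs of sums, with 43 pairs over 0.1. The main model has no term for the lot, and a model with the lot as a block is an alternative.

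Genes named are those of Fig. 2D, genes the paper names for the ovary or germ line, the targets of the sorting antibodies, the 4 Y-linked genes, and in each of the 3 large classes the 3 genes (20 CPM or more in a lot) with the largest gap of 1 lot from both others. Other names were chosen after their values were seen: genes that lead a cluster, a list of 18 heat shock and immediate early genes, 6 steroidogenic genes (the fixed list with Hsd3b1 in place of Fdx1), and lists for adrenal cortex, fetal Leydig and chromaffin cells. Positions are from GENCODE's annotation of GRCm38. Cells were thinned to 4000 UMIs where shares of cells with a UMI are compared, and shallower cells were left out.

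Alternatives set in advance were other cell filters, clustering resolutions of 0.4 and 1.2, 30 principal components, the held-out genes put back, total UMIs and mitochondrial share regressed out, doublets removed, each lot clustered alone, naming by the genes of Fig. 2D, other normalization, no low-count filter, DESeq2, the lot as a block, fewer classes, and each lot left out. The first naming rule, the leaving out of lots for the Y-linked shares and the alternatives for Lgr5, Gli1 and Foxl2 against epithelial-like cells were added after the data were seen. Class names were shuffled within each lot in 40 splits. Lot 29 has the fewest UMIs (87494974), and the smallest sum tested holds 184947 UMIs.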

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

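The tests of free RNA, of the X-linked homologs and of the sources of the steroidogenic cells were chosen only after the results had been seen, as were the steroidogenic genes, their UMI minimums and the gene lists for other organs.

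Y-linked UMIs outside the Sertoli-like cluster stood out because the paper reports only the Sertoli cells. They were found in 8.48% of the other kept cells of lot 29 (701 of 8268), 2.91% in lot 26 and 0.730% in lot 30. In lot 29 the share was 15.0% of stromal-like cells, 8.95% of epithelial-like cells, 34.1% of 88 endothelial-like cells and 0.774% of pre-granulosa-like cells. Free RNA would give the classes of a lot a like share at one depth, whereas at 4000 UMIs per cell it was 8.4% of stromal-like and 0.331% of pre-granulosa-like cells of lot 29, with intervals that do not overlap. Doublets with Sertoli-like cells would carry Sertoli transcripts, but stromal-like cells of lot 29 with 2 or more Y-linked UMIs had them at 1.39% of the level of Sertoli-like cells (0.722% without a Y-linked UMI). Reads of the X-linked homologs Ddx3x, Eif2s3x, Kdm5c and Kdm6a cannot account for the difference between lots, since the Y-linked level of stromal-like cells was 10.5-fold higher in lot 29 than in lot 30 and that of the homologs 0.707-fold. In stromal-like cells of lot 29 with a Ddx3y UMI, 54.0% had a UMI of another of the 4 genes (75 of 139), against 8.06% of those without and 66.2% of Sertoli-like cells with one. A candidate explanation is therefore that XY cells of several types, and not only Sertoli cells, are in the lots and above all in lot 29. This is a hypothesis found and tested on the same data. In unnamed cluster 14, 64.3% of the 401 cells had a Y-linked UMI, and 129, 242 and 30 of its cells came from lots 26, 29 and 30. Why lot 29 would hold more of them was not tested, and the design names no biological difference between the lots.

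Steroidogenic transcripts stood out because the paper reports none for the lots. 141 kept cells had at least 3 of the 6 genes Star, Cyp11a1, Cyp17a1, Insl3, Cyp21a1 and Hsd3b1, with 75, 37 and 29 of them in lots 26, 29 and 30. Of these, 69 were in unnamed cluster 14 and 51 in named classes. If the UMIs of each gene were spread over the cells of their lot by depth, as free RNA, 387 cells would have 3 or more of the 6 genes. The 141 found (95% counting interval 119 to 166) lie below that, which argues against free RNA as the source of all these UMIs, a reading settled after the outcome was seen. Outside cluster 14 the spreading gives 379.5 cells, where 72 were found. The UMIs spread include those of the cluster, so this does not exclude free RNA for the cells outside it. In the cluster 73 of 401 cells had a UMI of Hsd3b1, which was held out of the clustering (57.2 to 91.8), where the spreading gives 45.8, so free RNA would not account for all of them. The same spreading was applied to higher UMI counts. It gives 0.0159 cells with 5 or more Insl3 UMIs, where 33 were found (95% counting interval 22.7 to 46.3), and 0.0345 cells with 3 or more Cyp21a1 UMIs, where 17 were found (9.90 to 27.2), which argues against free RNA for these cells. Of 33 cells with 5 or more Insl3 UMIs, 72.7% had a Y-linked UMI (95% interval 54.5% to 86.7%), against 11.8% of 17 cells with 3 or more Cyp21a1 UMIs (1.46% to 36.4%), and 1 cell was in both groups. A single source would give both groups a like share, though the minimums were set after these shares had been seen. Candidate sources are fetal Leydig cells for the first group, with Insl3 at 1679, Cyp17a1 at 1759 and Hsd3b1 at 1492 CPM, and adrenal cortex for the second, with Cyp21a1 at 383, Cyp11b1 at 342, Mc2r at 143 and Akr1b7 at 106 CPM. The groups were chosen by their Insl3 or Cyp21a1 UMIs, so the levels of Insl3 and Cyp21a1 are high by construction, and both lists were written after the leading genes of cluster 14 had been seen. In the kept cells with fewer than 3 of the 6 genes, Insl3 was at 0.449, Cyp17a1 at 2.40, Hsd3b1 at 5.78, Cyp21a1 at 0.0540, Cyp11b1 at 0.0398, Mc2r at 1.54 and Akr1b7 at 1.25 CPM. Doublets stay open for all these groups. Scrublet called 16.3% of the 141 cells (median depth 16541 UMIs), 9.09% of the Insl3 cells and 29.4% of the Cyp21a1 cells (25794 UMIs), against 6.13% of the other kept cells.

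Unnamed cluster 17 held 150 cells, 37, 88 and 25 of them in lots 26, 29 and 30. 58 of them had 3 or more genes of the mesonephric tubule list used for naming, with Pax2 at 177 and Cdh16 at 108 CPM. 41 had 3 or more of 6 chromaffin genes, with Chgb at 9271 and Th at 613 CPM, and 0 cells had both. The chromaffin genes were picked from those that lead this cluster, so that list cannot test the name, and 0 kept cells outside the cluster had 3 or more of them, against 33 for the mesonephric list. Scrublet called 6.0% of the cells of this cluster, no more than the 6.18% of all kept cells. The share of doublets that it finds was not measured, so doublets stay open for this cluster. Tissue beside the ovary, such as mesonephros and adrenal medulla, may have been carried along in the dissection, which remains a hypothesis. The design names no biological difference between the lots, and none was tested.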

How the results depend on the processing

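The first naming rule, the leaving out of lots for the Y-linked shares and the shuffling of class names were tests chosen only after the results were seen.

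The test calls were stable. All 14 contrasts of the Fig. 2D genes kept their direction and passed the threshold under RLE normalization, DESeq2, no low-count filter, the held-out genes put back, doublets removed, each lot left out and the first naming rule, and 11 of 11 with only the 4 largest classes, where the other 3 have no class. With the lot as a replicate block the same 14 contrasts passed, and no call changed. Over alternatives set before the data were examined, 137 of 137 fold changes kept direction and side of the threshold. The value of Foxl2 ranged from 3.04 (DESeq2) to 6.38 (without lot 26). It has 0 UMIs in a lot in 4 classes, and its fitted value there depends on the prior count. Class names shuffled within each lot gave 14 calls in 1 of 40 splits, the real split, and at most 3 in any other.

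Of 110 mean shares under alternatives, 96 moved by less than the SD over lots. The stromal-like share, whose SD is only 0.671, moved from 21.8% to 20.8% without upper limits in the cell filter, 20.9% with the stricter filter, 11.7% at resolution 0.4, 20.3% with UMIs and mitochondrial share regressed out, 20.8% without doublets, 23.3% when named by the genes of Fig. 2D, and 21.9% to 22.8% with a lot left out. At resolution 0.4 the change comes from a cluster that stays unnamed; for the others the cause was not tested. The pre-granulosa-like share moved from 41.4% to 44.0% with regression, 46.6% without doublets, 44.5% when named by the genes of Fig. 2D, and 42.2% to 44.5% with a lot left out, and the cause was not tested. Under the first naming rule, replaced after its shares had been seen beside Table S3, the epithelial-like share was 16.9% and the stromal-like share 13.3%, because clusters 3 and 9 had no name. The Sertoli-like mean ranged from 0.538% without lot 29 to 2.11% without lot 30, within an SD of 1.66. This SD exceeds the mean of 1.47%, so no fall of the Sertoli-like mean could have exceeded it. The strict filter left no red-blood-cell-like cluster and the Fig. 2D genes include none for Sertoli cells, so these settings gave no value. The filters kept 29103 cells without upper limits and 28436 in the strict form.

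The median rho between lots was 0.987, and 0.986 without an expression filter, 0.989 as Pearson's r, 0.930 with thinned UMIs, 0.988 without doublets and 0.985 to 0.988 with a lot left out. Their SD over pairs of lots was 0.00095. Fewer UMIs per sum lower the thinned value, and for the others the cause was not tested. The Y-linked share of Sertoli-like cells fell from 84.4% to 48.8% with Ddx3y alone, 65.2% with 2 or more UMIs (47.0% in lot 29 to 87.5% in lot 30) and 47.0% in thinned cells. Ddx3y alone and thinning count fewer UMIs, and the other setting asks for more UMIs per cell. It was 79.8% to 89.1% with a lot left out. In all other cells it was 4.04% ± 4.00, and 1.82% without lot 29, which decides this mean. Depth limits Foxl2, whose share of pre-granulosa-like cells with a UMI fell from 4.96% to 2.16% in thinned cells.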

Differences from the paper's values

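The naming rule behind the shares below was chosen only after shares under a first rule had been seen beside Table S3; no other choice among the tests of this part came after a result was seen. Under the first rule the mean epithelial-like share was 16.9% and the mean stromal-like share 13.3%, instead of 20.7% and 21.8%. Of 42 values set beside those of the paper's text and Tables S2 and S3, 0 differed by both more than 1.5-fold and more than the SD over lots. Shares that the paper gives in its text and in Table S3 count more than once among them. UMIs per cell count as both mean and median. The largest ratio was for the red-blood-cell-like share of lot 30, 0.205% of 10707 kept cells, for which the paper's value is 0.12% of 10692 valid cells, a gap within the SD of 0.131. For the pre-granulosa share the paper's values are 46.74%, 41.51% and 48.77% of 9668, 8548 and 10692 valid cells in lots 26, 29 and 30. The values here were 41.8%, 39.3% and 43.0% of 9711, 8553 and 10707 kept cells, with 7.88%, 7.39% and 7.54% of cells in unnamed clusters. For the stromal share the paper's values are 25.19%, 25.61% and 23.92%, and the values here were 22.6%, 21.5% and 21.4%. Both shares were lower here in every lot, by more than their SD over lots (1.90 and 0.671) but by less than 1.5-fold. The names were rebuilt, and which cells the paper placed in each type is not known. Among the alternatives, differences past both limits (1.5-fold and the SD) arose in the stromal-like shares at a clustering resolution of 0.4. They also arose there under the first naming rule, an alternative added after the values were seen. The highest Sertoli-like share passed both limits when lot 29 was left out, since that lot holds it. Under the first naming rule the stromal-like shares were 13.7% in lot 26, 13.5% in lot 29 and, in lot 30, 1343 of the 10707 kept cells. At a clustering resolution of 0.4 the stromal-like shares were 11.8%, 12.8% and 10.6%, for which the paper's values are 25.19%, 25.61% and 23.92%.

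Table S2 gives 11581, 9322 and 12053 UMIs per cell as the paper's values for lots 26, 29 and 30. The kept cells had a mean of 12965, 10227 and 13206 UMIs and a median of 11126, 8949 and 11595. The table does not say which statistic it gives.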

Other observations

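The contrasts of Lgr5 and Gli1, and the tests of the cell mix and of free RNA for the stress genes, were chosen only after the results were seen, as was the list of stress genes, though the levels of 14 of its 18 genes had not been looked at.

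Lot 30 stood apart by stress transcripts. The genes with the largest gap of 1 lot from both others, by a rule fixed in advance, were Atf3, Nfatc2 and Hspa1a in pre-granulosa-like cells, Hspa1a, Hbb-bt and Atf3 in epithelial-like cells and Atf3, Hspa1a and Nfatc2 in stromal-like cells, each higher in lot 30. Atf3 was at 786 CPM in pre-granulosa-like cells of lot 30, and at 73.3 and 122 CPM in lots 26 and 29. Another mix of cell types cannot account for it, since the summed level of Hspa1a and Hspa1b, whose reads can be shared, was highest in lot 30 in 7 of 7 classes, by 3.52-fold to 9.36-fold over the mean of the other lots. Free RNA would add a like level to every class, whereas the Atf3 excess of lot 30 was 8.92-fold larger in epithelial-like than in germ-like cells (989 against 111 CPM). Germ-like cells of lot 30 held more UMIs per cell (median 23767 against 14490.5), which would dilute free RNA in them. The epithelial-like and germ-like excesses were the highest and lowest of the 7 classes, and the others were 302 to 728 CPM. Free RNA is thus not excluded as the source of a part of the excess. Of 14 listed heat shock and immediate early genes not looked at before, 14 were highest in lot 30 in pre-granulosa-like cells, with a median ratio of 1.88 to the mean of the other lots. Of all 6316 genes at 20 CPM or more there, 27.8% were highest in lot 30. A candidate explanation is a stress response in the cells of lot 30, before or during thaw or library preparation. With 1 library per lot these steps were not separated, and the design names no biological difference between the lots that could be tested.

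The germ-like cells expressed genes whose absence the paper reports for PGCLCs. Stra8 was at 671 ± 93.2 CPM (SD, n = 3 lots) with a UMI in 89.9% of germ-like cells, against 3.12% of stromal-like cells. Zglp1 was at 110 ± 12.2 CPM (84.3% of cells against 0.916%), Figla at 23.4 ± 1.54 CPM (29.7% against 0.198%) and Spo11 at 5.87 ± 1.53 CPM (12.1% against 0.0455%). Median depths were 18133 to 23767 UMIs in germ-like and 7836 to 10143 in stromal-like cells. At 4000 UMIs per cell the Stra8 shares were 74.2% and 1.22%. Tfap2c was at 31.6 ± 5.17 CPM and Prdm1 at 18.2 ± 1.52 CPM in the same cells. Of the targets of the sorting antibodies, Pecam1 was at 51.9 ± 4.84 CPM and Fut4, which encodes an enzyme that makes the SSEA1 epitope, at 6.11 ± 0.911 CPM.

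Lgr5, by which the paper describes precursors from the ovarian surface epithelium, was at 83.5 ± 19.4 CPM in pre-granulosa-like cells and 49.8 ± 17.0 CPM in epithelial-like cells, higher in the former in 3 of 3 lots. The log2 difference was 0.83 (standard error 0.26, adjusted p = 0.013 from edgeR's quasi-likelihood test). It was 0.80 with DESeq2 (adjusted p = 0.11), 0.77 with only the 4 largest classes (adjusted p = 0.056, edgeR) and 0.87 without lot 30 (adjusted p = 0.12, edgeR), which do not pass 0.05, and adjusted p ranged from 3.0e-10 to 0.12 over the alternatives. None of these fits that do not pass has a term for the lot, and the smallest adjusted p is that of edgeR with the lot as a block, where the log2 difference was 0.84 (standard error 0.08). Gli1 was at 6.48 ± 1.53 CPM in stromal-like cells and 1.26 ± 0.261 in epithelial-like cells, a log2 difference of 2.31 (standard error 0.26, adjusted p = 6.9e-07, edgeR), and passed under every alternative, with adjusted p of 2.8e-04 or less.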
